# Transcriptomic Changes in *Medicago truncatula* and *Lotus japonicus* Root Nodules during Drought Stress

**DOI:** 10.3390/ijms20051204

**Published:** 2019-03-09

**Authors:** Izabela Sańko-Sawczenko, Barbara Łotocka, Jakub Mielecki, Hanna Rekosz-Burlaga, Weronika Czarnocka

**Keywords:** Fabaceae, drought, abiotic stress, nodules, rhizobia, RNA-Seq

## Abstract

Drought is one of the major environmental factors limiting biomass and seed yield production in agriculture. In this research, we focused on plants from the Fabaceae family, which has a unique ability for the establishment of symbiosis with nitrogen-fixing bacteria, and are relatively susceptible to water limitation. We have presented the changes in nitrogenase activity and global gene expression occurring in *Medicago* *truncatula* and *Lotus* *japonicus* root nodules during water deficit. Our results proved a decrease in the efficiency of nitrogen fixation, as well as extensive changes in plant and bacterial transcriptomes, shortly after watering cessation. We showed for the first time that not only symbiotic plant components but also *Sinorhizobium* *meliloti* and *Mesorhizobium* *loti* bacteria residing in the root nodules of *M. truncatula* and *L. japonicus*, respectively, adjust their gene expression in response to water shortage. Although our results demonstrated that both *M. truncatula* and *L.* *japonicus* root nodules were susceptible to water deprivation, they indicated significant differences in plant and bacterial response to drought between the tested species, which might be related to the various types of root nodules formed by these species.

## 1. Introduction

Plants belonging to the Fabaceae family are unique due to their ability to form symbiotic interactions with nitrogen-fixing bacteria, called rhizobia. As a result of this interaction, plants receive from bacteria atmospheric dinitrogen reduced into ammonia, which, in contrast to free nitrogen, is suitable for utilisation. Such symbiosis enables fabaceans to reach a high protein content in their tissues, irrespectively of nitrogen soil resource [1]. During the establishment of symbiosis, rhizobia inhabit roots and trigger the development of specific plant organs—root nodules [2]. The aim of root nodule formation is to ensure the microaerobic environment, which is essential for the proper activity of nitrogenase—the key enzyme enabling dinitrogen fixation.

Taking into consideration the root nodule meristematic activity, there are two types of root nodules—determinate and indeterminate. The first is characterised by the loss of meristematic activity shortly after its initiation and spherical shape. In the second, an active meristem can be detected during the whole root nodule’s life. *Medicago truncatula* and *Lotus japonicus* are model plants for studying different types of root nodules [1]. The symbiosis of *M. truncatula* with its compatible strain *Sinorhizobium meliloti* results in the formation of indeterminate nodules [3], whereas *L. japonicus* develops determinate type root nodules, resulting from symbiosis with *Mesorhizobium loti* [4].

Due to climate change, water deficit is one of the major concerns of modern agriculture. Since protein-rich fabaceans are one of the most important groups of food and feed crops, there is a crucial need to discover new methods for their drought tolerance improvement [5]. Moreover, there is strong evidence that water deprivation affects nitrogen fixation in the root nodules of Fabaceae plants [6,7] and significantly limits their yield [5,8]. Drought stress drastically changes water relations and osmotic potential, and thus triggers plant stress response at many levels—molecular, cellular and physiological [9,10]. It has been shown that severe drought stress in *M. truncatula* results in oxidative tissue damage [11] and a decrease in stomatal conductance, which is one of the mechanisms to avoid water loss, but at the same time affects the efficiency of CO_2_ fixation [12]. However, osmotic adjustment [13] and increased cell membrane integrity observed under water deficit conditions allows *M. truncatula* to maintain a sufficient level of CO_2_ fixation [12]. Interestingly, it has been reported that *M. truncatula* plants exposed to drought initiate nodule senescence very quickly, even before their growth is affected, which can be a strategy to utilise the remaining nitrogen and nutrients released and recovered during senescence [14]. Another known response to drought characteristic for fabaceans is the accumulation of abscisic acid (ABA) and proline [11,15], facilitating osmoregulation [8,15,16]. It has been shown that drought stress has a negative impact on fabacean seed development and composition [17]. In *L. japonicus*, water deficit causes an increase in the soluble small molecules content [18] and global reprogramming of main metabolic pathways resulting in rearrangements within the cell wall, hormonal metabolism, synthesis of protective molecules, carbon and amino acid metabolism [19]. There are some indications that fabaceans differing in the type of nodules can have a different tolerance to drought, but, at the same time, irrespectively of the type, nodules demonstrate similar strategies for coping with stress, which has been revealed in the proteomic analysis [20]. In contrast, there is evidence for divergent strategies of salt tolerance between *M. truncatula* and *L. japonicus* [21]. Interestingly, nodulated *M. truncatula* plants recover more effectively from drought, compared to non-nodulated controls [22].

In this research, apart from showing differences in global gene expression between root and root nodules, we showed early transcriptomic changes in *M. truncatula* and *L. japonicus* root nodules caused by water deprivation. Our approach is unique because the analysis includes both plant and bacterial symbiotic partners. Only by analysing and comparing drought response of both plant and bacterial species, it is possible to explain whether the differences in drought tolerance depend on the plant or bacterial response, or both.

## 2. Results and Discussion

### 2.1. Two- and Four-Day Long Water Deprivation Results in Decreased Nitrogenase Activity and Increased Expression of Drought Stress Markers in M. truncatula and L. japonicus Root Nodules

In order to select a time point of water deprivation, which causes initial and more severe changes within root nodules, an acetylene reduction assay [23] was performed on detached root nodules. This method is commonly used to estimate the activity of nitrogenase [24,25]. Generally, root nodules of *M. truncatula* seem to have higher nitrogenase activity in comparison to the *L. japonicus* (Figure 1). In *M. truncatula* root nodules, an 18% decrease in nitrogenase activity was noted after two days of watering withdrawal, and 66% after four days (Figure 1A). At day six without watering, the nitrogenase reached only 23% of activity observed in well-watered control *M. truncatula* root nodules (Figure 1A). Similar results were previously described for the indeterminate-type root nodules of *Pisum sativum* [6]. It has also been shown that a drought-related decline in nitrogenase activity is local, rather than systemic in both *P. sativum* and *M. truncatula*, since it occurs only in the part of root system exposed to water deprivation [6,26].

A similar tendency was noticed for *L. japonicus*; however, in this case, the decline in nitrogenase activity was slower. Two days after watering withdrawal, only a 6% decrease in nitrogen activity was observed compared to the control, while after four and six days, the value reached 56% and 27% of initial, control activity, respectively (Figure 1B). A similar drought-related decline in nitrogenase activity has repeatedly been reported for the determinate type root nodules in *Glycine max* [25,27,28].

In order to confirm that root nodules of both *M. truncatula* and *L. japonicus* exhibited signs of drought stress, we also analysed the expression level of selected plant marker genes for early response to water deprivation: *early-responsive to dehydration stress* (*ERD*) and *dehydrin* (*DEH*). These genes had previously been shown to be highly expressed in the roots of *M. truncatula* exposed to drought [10]. In our study, the expression levels of *MtERD* and *MtDEH* were significantly higher in *M. truncatula* root nodules after only two days of water deprivation (T2), compared to the root nodules harvested from well-watered control plants (T0) (Figure 2A). Moreover, their high expression level remained constant after four days of water deprivation (T4) (Figure 2A). Similar to *M. truncatula*, the expression levels of both *LjERD* and *LjDEH* were elevated in *L. japonicus* root nodules exposed to two-day long drought stress (T2), compared to the control (T0) (Figure 2B). However, in *L. japonicus*, both marker genes demonstrated higher expression levels four days after cessation of watering (T4) than after two days (Figure 2B), which could indicate its better adaptation and greater tolerance towards water shortage stress.

### 2.2. Symbiosis with Rhizobia Drastically Changes Plant Transcriptome in both M. truncatula and L. japonicus

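RNA was taken from root nodules of well-watered plants (T0) and from roots of non-inoculated plants of *M. truncatula* cv. Jemalong A17 and *L. japonicus* cv. Gifu B-129, with 2 biological replicates per condition. *M. truncatula* forms elongated nodules with a lasting meristem, and *L. japonicus* forms round nodules whose meristem soon stops dividing. The sample labels put the plants at 8 weeks of age, whereas the methods of the paper give 6 to 8 weeks of growth. The non-inoculated plants received medium with nitrogen and the nodulated plants did not, so that the comparison holds both the organ and the nitrogen supply. The paper names a stranded mRNA kit for the libraries, and the labels a stranded total RNA kit, with rRNA probes for plants in root samples and a mixture of plant and bacterial probes in nodule samples. The deposited values are raw counts of reads per gene. The submitters' processing notes list cutadapt 1.7.1, TopHat2 2.0.13, HTSeq 0.6.1p1 and edgeR 3.8.6 among other tools, without a role for each, and the genome builds behind the counts are not given in the sources used here. In *M. truncatula* the counts in plant genes summed to 22878533 and 25346834 in the root libraries and to 22294982 and 23944781 in the nodule libraries. The *L. japonicus* totals were 18076553 and 20849314 in roots and 15955870 and 17354247 in nodules, against 35 M reads per run stated in the paper. Nodule libraries also held bacterial reads, which were counted over the bacterial genes and are not part of these totals. Gene rows that occurred more than once held identical counts and were used once (1037 repeats in *M. truncatula* and 3508 in *L. japonicus*). Differential expression was tested with the quasi-likelihood F-test of edgeR 4.0.16 after TMM normalization, in one fit of all 8 libraries of a plant, so that the 4 groups share an estimate of the spread. Genes with too few counts were removed first by the edgeR filter with a minimum of 10 counts, which left 24444 genes of *M. truncatula* and 26425 of *L. japonicus*. A gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Members of gene lists were counted by the adjusted p alone. Over all genes 9089 were higher and 8829 lower in nodules than in roots of *M. truncatula* by this measure, and 8586 and 9604 in *L. japonicus*. Levels are given as CPM, counts scaled to the TMM-normalized library total, as the mean ± SD of 2 libraries, and standard errors (SE) of log2 fold changes were derived from the F statistic. Members of the NCR and leghemoglobin families are close copies of one another, and their reads may be split between them in a way the counts do not show.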

In order to better understand the molecular mechanisms underlying differences in the plant transcriptome caused by symbiosis, we performed RNA-Seq analysis for both root nodules and non-inoculated roots of *M. truncatula* and *L. japonicus*.

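In nodules of *M. truncatula*, 4802 genes rose and 5877 fell against non-inoculated roots, 10679 of the 24444 genes tested. MTR_4g130800, which encodes a plastocyanin-like domain protein (chromosome 4, 54502608 to 54505468), had no count in roots and reached 291 ± 28.3 CPM in nodules, at least 5633-fold higher when the roots are set at a floor of 3 counts (edgeR adjusted p = 2.3e-14). MTR_5g036087, a matrix metalloproteinase, an enzyme that digests proteins outside the cell, reached 115 ± 1.65 CPM from no count in roots, at least 2229-fold higher. Among the largest falls were MTR_3g009010, a family 5 glycoside hydrolase (at least 3324-fold lower, from 239 ± 27.4 CPM), and MTR_4g114340, a peptide/nitrate transporter (at least 1593-fold lower, from 114 ± 10.3 CPM). MTR_8g028780, a ferric-chelate reductase of the kind that prepares iron for uptake at the root surface, stood at 80.2 ± 1.11 CPM in roots and was at least 1116-fold lower in nodules. The split between rises and falls rests on the scaling: of the genes that passed, 45.0% had risen with TMM and 33.2% when libraries were scaled by their size only, which moved the median log2 fold change of all genes to -0.39.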

In *M. truncatula*, we revealed 6042 genes with at least a two-fold statistically different expression level in root nodules, in comparison to the non-inoculated roots (Supplementary Data Set 1). 

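Of 529 tested genes of the NCR list, short secreted peptides with conserved cysteines that rhizobia meet inside nodule cells, 521 were higher in nodules and 5 lower (521 and 5 adjusted over the list alone). The list holds 2 receptor kinases of the NCRK type besides the peptides. MTR_3g015665 rose by 10.82 (SE 0.18, edgeR adjusted p = 1.2e-14) on the log2 scale, and MTR_3g031340 reached 205 ± 11.8 CPM, at a ratio of 5958 (95% counting interval 1649 to 49204). MTR_6g057520 (chromosome 6) rose from 0.138 ± 0.00881 to 278 ± 13.1 CPM with an edgeR adjusted p of 1.2e-14. All 11 leghemoglobin genes, whose products carry oxygen to the bacteroids, rose, among them MTR_5g080440 by 10.98 (SE 0.19, edgeR adjusted p = 1.2e-14) and MTR_1g090820 by 11.00 (SE 0.20, edgeR adjusted p = 1.2e-14) on the log2 scale. Among 101 genes of other nodulins, 92 rose and 6 fell, with MTR_4g060370 at 340.3 ± 20.1 against 0.155 ± 0.0145 CPM (SD, n = 2 each). The camera test placed the NCR list above the other genes (adjusted p = 6.0e-154, but adjusted p = 0.115 with an estimated correlation). With a filter of 1 CPM in 1 library or without root replicate 2, 3 of its members fell.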

The most elevated expression level in root nodules, compared to roots, was demonstrated by genes encoding nodulation-specific secretion proteins (Table S1), mostly nodule-specific cysteine-rich peptides (NCR), which are known to be involved in final bacteroid differentiation [29]. It is also known that cells containing bacteroids progressively increase their volume along with endocytosis-like uptake of rhizobia from infection threads and successive host cell differentiation [3,30], which could be the reason why genes participating in cell wall rearrangement were differentially expressed in the root nodules of *M. truncatula* when compared to the non-inoculated roots (Figure 3B). Furthermore, genes encoding enzymes involved in the synthesis, metabolism and degradation of secondary metabolites, especially flavonoids, exhibited differential expression. 

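Of 185 genes of cell wall remodelling, 117 had a lower expression level in nodules than in roots, 44 had a higher one and 24 did not pass the test (44 higher and 117 lower when adjusted over the list alone). MTR_2g032710, a polygalacturonase, which cuts the pectin backbone, fell by 8.20 (SE 0.15, edgeR adjusted p = 1.2e-14) on the log2 scale, and MTR_4g025730, a pectinesterase, by 4.07 (SE 0.095, edgeR adjusted p = 7.1e-14). MTR_4g104320, a pectate lyase, had 12.7 ± 0.0729 against 124 ± 5.91 CPM (SD, n = 2 each) in nodules and roots. The expansin gene MTR_3g435430 (chromosome 3, 11590733 to 11593257), whose product loosens the wall, had a log2 fold change of 10.49 (SE 0.27, edgeR adjusted p = 8.4e-13). The paper proposes that the change in wall genes is tied to the growth of cells that take up rhizobia.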

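Among 115 genes of flavonoid synthesis and modification, 75 were lower and 24 higher in nodules of *M. truncatula* than in its roots (75 and 24 adjusted over the list alone). MTR_3g088675 encodes a chalcone synthase, the enzyme that opens the pathway, and its level in roots was 6184 (95% counting interval 1109.7 to 244300) times that in nodules. MTR_4g088170, annotated as a flavone synthase, changed by -3.37 (SE 0.088, edgeR adjusted p = 2.2e-13) on the log2 scale and MTR_8g083280, a glucosyltransferase, by 5.63 (SE 0.15, edgeR adjusted p = 4.0e-13). The isoflavone hydroxylase gene MTR_4g094775 had 47.7 ± 5.68 against 685 ± 1.57 CPM (SD, n = 2 each) in nodules and roots.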

Flavonoids are a component of molecular dialogue between host plants and rhizobia and are secreted during initial stages of symbiosis, allowing activation of *nod* genes [31]. Moreover, flavonoids influence auxin transport and thus regulate local inhibition of auxin accumulation during nodulation [32]. 

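Auxin-related genes, 169 of which were tested in *M. truncatula*, split into 104 that were lower in nodules, 44 that were higher and 21 that did not pass (104 and 45 for falls and rises adjusted over the list alone). MTR_8g006775 encodes an auxin efflux carrier, a membrane protein that moves auxin out of cells, at a ratio of 3715 (95% counting interval 1271 to 18020) of nodules to roots. MTR_3g109160, a small auxin-up RNA (SAUR) gene, changed by 3.97 (SE 0.10, edgeR adjusted p = 1.6e-13) on the log2 scale. MTR_2g007990, a 5NG4-like gene (chromosome 2, 1235569 to 1239137), changed by 4.88 (SE 0.13, edgeR adjusted p = 2.5e-13) on the log2 scale, and MTR_8g467000, which encodes an IAA-amido synthetase, an enzyme that stores auxin as amino acid conjugates, by -3.37 (SE 0.089, edgeR adjusted p = 2.7e-13).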

In our study, we identified a high number of differentially expressed genes that were involved in auxin metabolism, transport and signal transduction, which might be connected with constant meristematic activity ongoing in the indeterminate root nodules [33].

In the *L. japonicus* root nodule transcriptome, we identified 4830 plant genes with at least a two-fold statistically different expression level in root nodules, in comparison to the non-inoculated roots (Supplementary Data Set 1). 

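In *L. japonicus*, 9412 of 26425 genes passed both thresholds, 3430 higher in nodules and 5982 lower. Lj5g3v0465970, the one gene of this annotation named leghemoglobin, rose from 7.55 ± 0.879 CPM in roots to 18435 ± 226 in nodules. Lj1g3v0318450, a casein kinase, and Lj3g3v0139560 were also among the largest rises, with log2 fold changes of 12.58 (SE 0.10, edgeR adjusted p = 1.7e-55) and 12.84 (SE 0.11, edgeR adjusted p = 2.0e-54). Lj0g3v0332609, a polyol transporter, reached 12255 (95% counting interval 2199 to 484100) times its level in roots. Lower in nodules were Lj3g3v2590370, a germin-like protein (at least 834-fold lower), Lj5g3v1604480, a pectinesterase (at least 476-fold lower), and Lj0g3v0356449, an ocimene synthase that makes a volatile terpene, whose level in roots was 4256 (95% counting interval 764 to 168120) times that in nodules. Scaling by library size only moved the median log2 fold change of all genes to -0.19.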

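Metal transporter genes of *L. japonicus* moved in both directions, 13 of 40 being higher and 22 lower in nodules than in roots (15 and 22 adjusted over the list alone). Lj4g3v1500410, matched to an Nramp carrier of *Arabidopsis*, rose by 13.25 (SE 0.10, edgeR adjusted p = 2.0e-56) on the log2 scale and stood at 2353 ± 6.24 CPM in nodules. Lj1g3v2536160, of the ZIP family that imports zinc and iron, and the metal tolerance protein gene Lj2g3v2449270 had log2 fold changes of 3.56 (SE 0.053, edgeR adjusted p = 3.1e-45) and -4.33 (SE 0.11, edgeR adjusted p = 2.8e-36). Lj1g3v0862950, named Nramp6 after a family of manganese and iron carriers, had 7.17 ± 0.585 against 689.8 ± 0.951 CPM (SD, n = 2 each) in nodules and roots.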

One of the groups of highly expressed genes in the root nodules was one encoding metal transporters (Figure 3B, Table S2), which could be associated with iron and molybdenum transport into the nodules for the composition of nitrogenase active centres [34].

Furthermore, genes encoding homocitrate synthase, involved in the synthesis of the nitrogenase FeMo cofactor, were highly expressed in the root nodules of *L. japonicus* [34,35]. 

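The list of homocitrate synthase held 5 tested genes of *L. japonicus*, which the annotation names homocitrate or isopropylmalate synthases, and 3 of them rose while 1 fell (3 and 1 adjusted over the list alone). Lj1g3v3690250 rose from 0.394 ± 0.134 to 565 ± 17.5 CPM, a log2 fold change of 10.44 (SE 0.10, edgeR adjusted p = 5.1e-53). Lj1g3v3690230 rose by 10.54 (SE 0.14, edgeR adjusted p = 1.3e-47), and Lj1g3v3690180 fell by 0.60 (SE 0.082, edgeR adjusted p = 1.1e-08). Rises and falls numbered 2 and 2 when scaled by library size only.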

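In nodules of *L. japonicus*, 85 of 133 genes of cell wall remodelling were lower than in roots and 28 were higher (86 and 28 adjusted over the list alone). The pectinesterase gene Lj2g3v3281250 changed by 7.49 (SE 0.081, edgeR adjusted p = 4.4e-51) on the log2 scale, the expansin Lj1g3v0514350 by 8.32 (SE 0.10, edgeR adjusted p = 1.8e-48) and the pectate lyase Lj6g3v0108680 by -4.36 (SE 0.074, edgeR adjusted p = 8.3e-43). Of 55 flavonoid genes, 35 were lower and 11 higher, with 9 that did not pass. Lj2g3v0635430, a chalcone reductase of the isoflavonoid branch, had a log2 fold change of 4.25 (SE 0.058, edgeR adjusted p = 5.7e-47). The chalcone synthase gene Lj2g3v2124320 had a log2 fold change of -3.59 (SE 0.072, edgeR adjusted p = 6.9e-40), the chalcone isomerase gene Lj5g3v2288880 one of -3.36 (SE 0.065, edgeR adjusted p = 1.3e-40) and the pterocarpan reductase gene Lj1g3v2124770 one of -3.90 (SE 0.065, edgeR adjusted p = 9.2e-40).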

Functional analysis demonstrated that genes encoding enzymes, involved in reorganising the cell wall (Figure 3B) and secondary metabolism (especially flavonoids), were differentially expressed in *L. japonicus* root nodules, similar to *M. truncatula*.

In order to identify common features for both types of root nodules, and distinctions in their metabolism, we compared transcriptomic changes in root nodules, compared to the non-inoculated roots for both species (Figure 3). For only 53% of differentially expressed *L. japonicus* genes, we were able to find orthologs within the *M. truncatula* genome (Figure 3A). 

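The deposited annotation gives a *M. truncatula* ortholog for 5547 of the 9412 *L. japonicus* genes that differed between nodules and roots, 58.9%. Among all tested *L. japonicus* genes the share was 57.4%. Genes with an ortholog include chalcone synthase Lj2g3v2124320, paired with MTR_1g098140 and MTR_5g007730, and the NAC transcription factor Lj0g3v0346819, paired with MTR_8g059170. How the authors assigned orthologs is not given in the sources used here.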

Gene ontology analysis of differentially expressed genes performed for both species showed some common biological processes essential for both species, such as regulation of transcription, protein phosphorylation and redox processes (Figure 3B). However, there were also processes, which were specific only for *M. truncatula* root nodules, such as protein targeting to membrane, regulation of plant-type hypersensitive response and systemic acquired resistance (Figure 3B). Molecular functions of differentially expressed genes were quite similar for both species (Figure 3C), yet still, some minor differences could be found. For instance, we noted a much higher percentage of genes participating in protein and metal ion binding in *L. japonicus* root nodules than in *M. truncatula*, while there was a much lower percentage of genes encoding proteins with transferase activity (Figure 3C).

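Over 14273 ortholog pairs tested in both plants, 3027 pairs passed both thresholds in *M. truncatula* and in *L. japonicus*, against 1799 pairs for independent lists of these sizes. They hold 2678 genes of *M. truncatula* and 3012 of *L. japonicus*. In 1856 pairs both genes were lower in nodules than in non-inoculated roots and in 569 both were higher, together 80.1%. The expression level of the *M. truncatula* gene was higher in nodules and that of its *L. japonicus* ortholog lower in 390 pairs, and the reverse held in 212. The plants share no library, so these overlaps are free of shared controls.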

Of the identified orthologous genes, 1085 were commonly deregulated in the root nodules of both species, in comparison to the roots (Figure 3A). The relatively small number of commonly deregulated genes and observed differences in some gene ontologies indicate the dissimilar metabolism of *M. truncatula* and *L. japonicus* root nodules, which is probably related to their differing types.

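Pairs that moved in opposite directions between nodules and roots numbered 602, or 19.9% of the pairs that passed in both plants, where independent lists would give 826. Falls shared by both plants were 1856 against 759 for independent lists, and shared rises 569 against 214. Among 11196 pairs that name each other in both annotations, 2216 passed in both plants. From the number of shared genes and from the gene ontologies, the paper sees an indication of dissimilar metabolism in the nodules of the plants, which it calls probably related to their types of nodule.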

### 2.3. RNA-Seq Analysis Revealed a High Number of Differentially Expressed Plant Genes during Water Deprivation Stress in the M. truncatula and L. japonicus Root Nodules

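Nodules of *M. truncatula* were harvested from watered plants (T0) and after 2 (T2) and 4 (T4) days without watering, with 2 libraries per time. Plant gene counts summed to 20736382 and 24996787 at T2 and to 24615841 and 25206581 at T4. The replicates differed beyond counting noise, with a chi-square per degree of freedom of 10.6 at T0, 16.1 at T2 and 3.48 at T4. The share of bacterial counts in a nodule library was 12.8% and 18.8% in replicates 1 and 2 at T0, 13.7% and 19.3% at T2, and 12.5% and 12.3% at T4. Counts came from the same deposited table as those of roots and T0 nodules, and each time was compared with T0 in the same fit and at the same thresholds. Both times are compared with the same T0 libraries, so that chance values of those libraries enter both comparisons. Gene groups were described by how many members passed the adjusted p alone, over all genes tested and adjusted over the list alone. Of all genes tested, 978 rose and 2599 fell by the adjusted p alone at T2, and 2353 and 3880 at T4.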

In the next step, we compared the transcriptome of *M. truncatula* root nodules exposed to two (T2)- and four (T4)-day long drought stress with the transcriptome of root nodules derived from plants grown in control conditions (T0) (Supplementary Data Set 1). This analysis revealed 371 and 787 genes with at least a two-fold statistically different expression level after two or four days without watering, respectively (Figure 4A). 

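After 2 days without watering 1438 genes passed both thresholds in *M. truncatula* nodules, 286 upwards and 1152 downwards, and after 4 days 2386 did, 613 upwards and 1773 downwards. Early rises included MTR_8g106140, a dehydrin, one of the hydrophilic proteins that protect drying cells (2.57 ± 0.233 against 0.312 ± 0.239 CPM, SD, n = 2 each at T2 and T0), and MTR_1g100150, a ferric reductase (3.82, SE 0.34, edgeR adjusted p = 4.4e-06). At T4, papain-type cysteine proteases matched to the senescence gene SAG12 of *Arabidopsis* were among the largest rises: MTR_4g107930 (chromosome 4, 44730694 to 44732137) rose from 13.9 ± 0.132 to 301 ± 4.86 CPM and MTR_4g080700 by 5.17 (SE 0.57, edgeR adjusted p = 0.0034) on the log2 scale. MTR_6g016650, a proline dehydrogenase that breaks down the osmolyte proline, fell by 3.25 (SE 0.15, edgeR adjusted p = 2.7e-09) by T4, and MTR_7g057390, a caryophyllene synthase of terpene synthesis, by 7.39 (SE 0.49, edgeR adjusted p = 3.9e-05). MTR_4g009590, of unknown function, was at least 57.4-fold lower, and MTR_4g033015, an isoflavone methyltransferase, fell by 6.82 (SE 0.34, edgeR adjusted p = 5.2e-09). With a log2 threshold of 2 in place of 1, 397 genes passed at T2 and 863 at T4.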

Genes with the highest and the lowest expression level in T4 are presented in Table S3. Among all the genes differentially expressed in T2 and T4, 296 were commonly deregulated. 

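In both times of drought 1182 genes passed, 993 with a decreased and 187 with an increased expression level at both, and 2 in opposite directions. MTR_3g099010, an HVA22-type protein of stress-related membrane traffic, rose by 2.46 (SE 0.17, edgeR adjusted p = 5.6e-07) at T2 and 3.23 (SE 0.17, edgeR adjusted p = 2.1e-08) at T4. MTR_2g007960 fell by 4.31 (SE 0.22, edgeR adjusted p = 1.5e-08) at T2 and fell by 6.15 (SE 0.27, edgeR adjusted p = 1.3e-09) at T4. Independent lists would share 83.6 falls and 7.17 rises, and unchanged groups simulated against the same T0 libraries shared 0.250 genes on average. Over all genes the covariance of the log2 fold changes at T2 and T4 was 0.491, against 0.0273 in the simulated groups. Part of the overlap may come from the shared T0 libraries, which are too few to split.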

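Sugar transporter genes of *M. truncatula* fell more often than they rose: of 79, 24 were lower and 4 higher at T2, and 26 lower and 5 higher at T4 (28 lower and 7 higher at T4 adjusted over the list alone). MTR_5g006070 had log2 fold changes of -1.82 (SE 0.11, edgeR adjusted p = 5.7e-08) at T2 and -2.85 (SE 0.11, edgeR adjusted p = 7.0e-10) at T4, and the sucrose transporter gene MTR_4g131920 had one of -1.05 (SE 0.22, edgeR adjusted p = 0.0025) at T4. MTR_6g087910 rose by 1.20 (SE 0.086, edgeR adjusted p = 1.6e-07). Amino acid transporters gave 18 falls and 6 rises of 85 at T2 and 23 falls and 10 rises at T4, with MTR_1g492640 at -2.57 (SE 0.097, edgeR adjusted p = 5.0e-10) and MTR_5g024300 at -1.23 (SE 0.088, edgeR adjusted p = 1.5e-07). Of 74 peptide and nitrate transporters, 13 fell and 5 rose at T2, and 23 fell and 11 rose at T4. MTR_7g088820 (-1.47, SE 0.093, edgeR adjusted p = 4.9e-08) is one that fell and MTR_6g077870 (2.32, SE 0.14, edgeR adjusted p = 1.5e-07) one that rose. At T4, rising and falling sugar transporters numbered 8 and 23 when scaled by library size only, and 3 and 16 without T4 replicate 2, and peptide transporters 6 and 16 without T4 replicate 1, and 7 and 14 without T4 replicate 2. The T2 counts of amino acid transporters were 3 and 15 with DESeq2, 0 and 16 without T0 replicate 2, and 3 and 19 without T2 replicate 1.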

Two and four days after watering, we observed the down-regulation of numerous genes encoding transporters of sugars, amino acids or oligopeptides, which might indicate that *M. truncatula* plants provided fewer compounds for bacteroids during drought stress [35]. Four days after water cessation, genes encoding Krebs cycle’s enzymes were also down-regulated, which suggested a deficiency of substrates for cell respiration. 

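Genes of Krebs cycle enzymes moved little after 4 days: of 40 tested, 3 were lower, 2 were higher and 35 did not pass (1 lower and 0 higher adjusted over the list alone). MTR_1g087900 encodes a fumarase, which hydrates fumarate to malate, and fell by 0.46 (SE 0.092, edgeR adjusted p = 0.0021) on the log2 scale, from 108 ± 9.61 to 78.5 ± 0.163 CPM (SD, n = 2 each). The median log2 fold change of the list was -0.085. Rising and falling members numbered 0 and 2 without T0 replicate 2 or with DESeq2, 4 and 3 when scaled by library size only, 1 and 1 without T0 replicate 1, and 0 and 1 without T4 replicate 1 or T4 replicate 2.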

Since the supply of carbon compounds, such as Krebs cycle intermediates, is also necessary for fixed nitrogen assimilation [36], this could be one of the reasons for less-effective nitrogen fixation during drought stress. The elevated expression level of genes encoding DNase I and some other endonucleases in both T2 and T4 is another indication of intensified nodule senescence during drought stress [37]. 

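Of 51 genes in the list of DNase I-like and other endonucleases, 4 rose and 7 fell at T2, and 7 rose and 9 fell at T4 (7 and 9 adjusted over the list alone). The list also takes in inositol phosphatases, which share the fold of DNase I. Among these phosphatases MTR_7g100070 rose by 4.54 (SE 0.42, edgeR adjusted p = 2.1e-06) and MTR_1g097690 by 0.97 (SE 0.12, edgeR adjusted p = 3.3e-05) at T4. MTR_1g110510, an S1/P1 nuclease of the type that degrades nucleic acids in dying tissue, rose by 1.30 (SE 0.13, edgeR adjusted p = 6.0e-06), and MTR_5g056140, of the same family, fell by 2.18 (SE 0.23, edgeR adjusted p = 9.1e-06). At T4 the rises and falls were 4 and 6 without T4 replicate 2 or with DESeq2, and 4 and 5 without T0 replicate 2 or T4 replicate 1. The paper counts the nuclease genes among several indications that nodule senescence intensifies during drought.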

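Mitogen-activated protein kinase genes, 63 of which were tested, fell more often than they rose, with 20 falls and 0 rises at T2 and 23 falls and 4 rises at T4 (24 and 4 adjusted over the list alone). MTR_0189s0010 went from 46.8 ± 5.26 to 9.12 ± 0.910 CPM by T4 (log2 fold change -2.36, SE 0.11, edgeR adjusted p = 3.4e-09). MTR_6g071280 had a log2 fold change of -1.80 (SE 0.096, edgeR adjusted p = 2.2e-08) at T2, and MTR_2g040510 one of -3.43 (SE 0.17, edgeR adjusted p = 4.6e-09) at T4. Of 9 cyclin A genes, whose products drive DNA replication and mitosis, 5 fell and 0 rose at T4, and at T2 edgeR called 0 rises and 0 falls. MTR_2g102550 fell by 2.76 (SE 0.38, edgeR adjusted p = 8.7e-05) and MTR_1g011470 by 1.51 (SE 0.27, edgeR adjusted p = 8.8e-04) at T4. The T4 counts of cyclin A genes that rose and fell were 0 and 3 without T0 replicate 2.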

The same applies to the decreased expression level of genes encoding mitogen-activated protein kinases (MAPKs), regulating cell divisions [38], in both T2 and T4, as well as increased expression of genes encoding cyclin A2 in T4, which negatively regulates endoreduplication cycles [39]. Moreover, in T2, we observed a decrease in the expression level of genes involved in cellulose synthesis and cell wall rearrangement, which progressed along with the duration of water deprivation. This may indicate the slow-down in the biosynthesis of new infection threads [40]. Furthermore, in both T2 and T4, there was also a down-regulation of genes encoding enzymes responsible for biosynthesis of some secondary metabolites, such as terpenes, lignins, flavonoids and glucosinolates, many of which are necessary for correct plant-microsymbiont communication [41]. Moreover, many genes involved in hormone metabolism were deregulated. 

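At T2, 9 of 36 genes of cellulose synthase and its relatives fell and 1 rose, and at T4 9 fell and 5 rose. MTR_2g087900 went from 79.4 ± 6.15 to 15.4 ± 0.187 CPM in 2 days, and MTR_4g055520 had log2 fold changes of -0.42 (SE 0.10, edgeR adjusted p = 0.0120) at T2 and -0.94 (SE 0.10, edgeR adjusted p = 1.3e-05) at T4. MTR_3g005560 rose by 1.06 (SE 0.10, edgeR adjusted p = 3.0e-06) at T4. Of 185 genes of cell wall remodelling, 30 fell and 22 rose at T2, and 50 fell and 9 rose at T4 (51 and 9 adjusted over the list alone). MTR_7g050980 fell by 2.72 (SE 0.14, edgeR adjusted p = 7.2e-09) and MTR_8g064180 by 1.49 (SE 0.16, edgeR adjusted p = 7.0e-06) at T4. At T4 the rises and falls of wall genes were 5 and 46 without T0 replicate 1, 5 and 42 without T4 replicate 1, and 5 and 31 without T4 replicate 2, and at T2 13 and 27 without T0 replicate 1.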

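Terpene synthesis genes fell far more often than they rose, with 28 falls and 2 rises of 47 at T2 and 28 falls and 1 rise at T4 (30 and 2 adjusted over the list alone). MTR_5g026500 and MTR_5g091050 encode HMG-CoA reductases at the entry of the mevalonate pathway. The first fell by 2.96 (SE 0.091, edgeR adjusted p = 2.0e-10) at T4, and the other went from 443 ± 47.9 to 20.2 ± 1.63 CPM. Of 130 lignin genes 26 fell and 11 rose at T2, and 32 fell and 11 rose at T4. MTR_7g101425, a phenylalanine ammonia-lyase, which channels phenylalanine into phenolic compounds, fell by 3.39 (SE 0.12, edgeR adjusted p = 3.5e-10), and MTR_6g406250, a cinnamoyl-CoA reductase, had a log2 fold change of -2.82 (SE 0.10, edgeR adjusted p = 4.7e-10). Flavonoid genes fell in 38 and rose in 9 of 115 cases at T2, and fell in 45 and rose in 17 at T4. MTR_3g070860, a leucoanthocyanidin dioxygenase-like gene, fell by 3.45 (SE 0.12, edgeR adjusted p = 2.5e-09) at T2 and fell by 5.09 (SE 0.14, edgeR adjusted p = 6.7e-11) at T4.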

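Of 5 genes of ABA synthesis, 2 rose and 0 fell at T2, and 3 rose and 1 fell at T4 (3 and 1 adjusted over the list alone). MTR_4g022850, a zeaxanthin epoxidase of the early pathway, rose by 0.52 (SE 0.095, edgeR adjusted p = 0.0015) at T2 and 0.44 (SE 0.095, edgeR adjusted p = 0.0034) at T4. MTR_2g070460, annotated as a 9-cis-epoxycarotenoid dioxygenase (NCED), the enzyme that limits ABA synthesis, had 36.6 ± 1.95 against 57.1 ± 0.602 CPM (SD, n = 2 each) at T4 and T0, a log2 fold change of -0.64 (SE 0.12, edgeR adjusted p = 0.0017). Among 29 genes of ABA signalling, 11 fell and 2 rose at T2, and 12 fell and 3 rose at T4. This list leaves out some protein phosphatase 2C genes, such as MTR_3g068200, which rose by 1.23 at T2 and 1.43 at T4 on the log2 scale. The receptor gene MTR_5g083270 fell from 109 ± 10.9 to 18.0 ± 0.694 CPM by T4, and the receptor gene MTR_4g014460 had a log2 fold change of -1.69 (SE 0.10, edgeR adjusted p = 3.0e-08). At T2 the rises and falls of ABA synthesis genes were 1 and 0 without T0 replicate 1 or T2 replicate 2.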

Higher expression of drought stress concerned genes encoding enzymes engaged in abscisic acid (ABA) biosynthesis and signal transduction, which might be connected with osmotic changes occurring within root nodules during water deprivation stress [42]. Meanwhile, a lower expression level characterised genes encoding enzymes responsible for hydrolysis of auxin-amino acid conjugates, jasmonic acid (JA) and ethylene (ET) biosynthesis and signal transduction (e.g., 1-aminocyclopropane-1-carboxylic acid (ACC) synthase). Both JA and ET participate in plant response towards a broad range of stresses [43,44]; therefore, such changes could positively affect plant tolerance to drought stress [44].

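Of 8 genes that hydrolyse auxin conjugates, 3 fell and 1 rose at T2, and 4 fell and 1 rose at T4, where the rises and falls were 2 and 4 when scaled by library size only, and 0 and 2 without T4 replicate 1. MTR_2g100560 had a log2 fold change of -4.64 (SE 0.16, edgeR adjusted p = 3.3e-10) and MTR_3g088590 one of -1.38 (SE 0.090, edgeR adjusted p = 6.3e-08). Jasmonate genes fell in 25 and rose in 2 of 63 cases at T2, and fell in 34 and rose in 6 at T4 (36 and 7 adjusted over the list alone). By T4 MTR_1g021652, matched to the allene oxide synthase of *Arabidopsis* on the way to jasmonate, fell by 2.63 (SE 0.089, edgeR adjusted p = 3.0e-10), and MTR_8g021380, a JAZ repressor, by 3.72 (SE 0.12, edgeR adjusted p = 2.0e-10). The list also holds MTR_8g018570, annotated as a 9S-lipoxygenase of seeds, a name that does not tie it to jasmonate. It went from 432 ± 1.52 to 70.0 ± 1.36 CPM by T4. Among 21 genes of ethylene synthesis 7 fell and 3 rose at T4, the falls including 3 of 7 ACC synthases. MTR_5g015020 fell by 2.89 (SE 0.38, edgeR adjusted p = 9.6e-05) at T2 and fell by 4.37 (SE 0.46, edgeR adjusted p = 7.7e-06) at T4. The ACC oxidase gene MTR_5g085330 had a log2 fold change of -1.32 (SE 0.11, edgeR adjusted p = 5.8e-07). At T4 the rises and falls of ethylene synthesis genes were 1 and 6 without T0 replicate 1, T0 replicate 2 or T4 replicate 1.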

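Nodules of *L. japonicus* were taken at the same times, T0, T2 and T4, with 2 libraries per time, and tested as those of *M. truncatula*. By the adjusted p alone 2469 of all genes tested rose and 2638 fell at T2, and 6653 and 6984 at T4. Counts in plant genes summed to 16763961 and 17497414 at T2 and to 18360387 and 18992829 at T4. Replicates were closer to each other than in *M. truncatula*, at a chi-square per degree of freedom of 1.33, 1.53 and 1.5037 at T0, T2 and T4, which gives smaller changes a better chance to pass. Bacterial counts made up 22.8% and 22.7% of the T0 libraries, 22.5% and 22.1% at T2, and 15.7% and 16.2% at T4. The annotation of *L. japonicus* gives the chromosome of a gene but no coordinates, and the prefix Lj0 marks genes placed on no chromosome.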

As in the case of *M. truncatula*, the transcriptome of root nodules, harvested from *L. japonicus* plants exposed to water deprivation for two (T2) or four (T4) days, was compared to the transcriptome of nodules derived from plants grown in control conditions (T0) (Supplementary Data Set 1). The analysis revealed 122 and 1224 differentially expressed genes after two or four days without watering, respectively (Figure 4B). 

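In *L. japonicus* nodules 820 genes passed at T2, 451 of them upwards, and 4404 at T4, 1892 upwards and 2512 downwards. The NAC transcription factor gene Lj0g3v0346819 rose by 3.88 (SE 0.23, edgeR adjusted p = 3.4e-19) at T2 and 6.20 (SE 0.17, edgeR adjusted p = 1.1e-33) at T4. Lj3g3v2903000, a small GTP-binding protein, rose by 3.20 (SE 0.15, edgeR adjusted p = 3.7e-22) at T2. Lj1g3v1341630, named xylem NAC domain 1, had no count at T0 and was at least 62.0-fold higher at T4, and Lj4g3v0451200, a CASP-like membrane protein, at least 41.0-fold. Lj2g3v2830880 encodes the ABA receptor PYL6, and it fell by 4.66 (SE 0.065, edgeR adjusted p = 1.5e-44) at T2 and fell by 7.59 (SE 0.088, edgeR adjusted p = 3.8e-48) at T4. Lj4g3v1037540, a GAST-like gene, fell by 3.23 (SE 0.27, edgeR adjusted p = 1.1e-13) at T2. A log2 threshold of 2 left 144 genes at T2 and 1404 at T4.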

In Table S4, we present the most deregulated *L. japonicus* genes after four days of water deprivation. Out of all the differentially expressed genes in T2 and T4, 89 were commonly deregulated. 

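Of the genes that passed in *L. japonicus*, 643 did so at both times, 344 rising at both, 290 falling at both and 9 changing direction. In 551 of them the change was larger at T4, and for 390 of these the difference between T4 and T2 passed as well. The protein phosphatase 2C gene Lj4g3v3044980 is one that grew, from 3.19 (SE 0.16, edgeR adjusted p = 1.4e-21) to 5.40 (SE 0.12, edgeR adjusted p = 2.4e-36). Independent lists would share 32.3 rises and 35.1 falls, and simulated unchanged groups shared 0.0500 genes on average. The covariance of log2 fold changes was 0.352 against 0.0261 in the simulation.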

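The KEULE list of 27 genes, which also takes in Sec14-like and exocyst proteins, gave 5 falls and 1 rise at T2, and 10 falls and 6 rises at T4 (11 and 6 at T4 adjusted over the list alone). Lj3g3v1507220, a Sec1 family protein of vesicle fusion, fell by 0.65 (SE 0.070, edgeR adjusted p = 4.8e-11) at T4, and the Sec14-like gene Lj6g3v1709490 by 0.58 (SE 0.053, edgeR adjusted p = 1.9e-13). Lj0g3v0289119, the gene named KEULE, rose by 0.36 (SE 0.047, edgeR adjusted p = 9.4e-09). At T2 the Sec1a gene Lj3g3v2735140 fell by 1.98 (SE 0.51, edgeR adjusted p = 0.0031), a call that is lost without T2 replicate 1. The T2 rises and falls were 0 and 0 without T2 replicate 1 or with DESeq2, 1 and 1 without T0 replicate 1, 0 and 1 without T0 replicate 2, and 0 and 2 without T2 replicate 2.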

In both T2 and T4, we observed decreased expression levels of genes encoding proteins from the KEULE family, which are involved in vesicle transport during cytokinesis [45]. The most highly expressed gene in *L. japonicus* root nodules in T4 encoded the thaumatin-like protein (Table S4), which is drought-inducible and participates in plant adaptation to osmotic stress [46,47]. 

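Lj1g3v4669300, which encodes a thaumatin-like protein, a defence protein that also gathers under osmotic stress, reached 18.1 ± 1.91 CPM at T4, 578 (95% counting interval 103 to 22866) times its level at T0. Of 15 genes of this family 5 rose and 6 fell (5 and 6 adjusted over the list alone). The osmotin-like gene Lj2g3v2017460 rose by 2.78 (SE 0.055, edgeR adjusted p = 8.6e-39) and Lj4g3v2916530 by 3.70 (SE 0.13, edgeR adjusted p = 5.6e-29), and Lj2g3v1693180 fell by 1.77 (SE 0.12, edgeR adjusted p = 1.6e-17).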

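Krebs cycle genes of *L. japonicus* gave 6 falls and 1 rise of 35 at T2 and 18 falls and 6 rises at T4 (18 and 6 adjusted over the list alone). Isocitrate dehydrogenase Lj0g3v0312989 fell by 0.36 (SE 0.058, edgeR adjusted p = 3.1e-06) at T2, and malate dehydrogenase Lj3g3v0428550 by 0.69 (SE 0.049, edgeR adjusted p = 5.8e-17) at T4. Citrate synthase Lj2g3v3110960, of the first step of the cycle, rose by 1.12 (SE 0.047, edgeR adjusted p = 1.4e-25) at T4. Of 57 cyclins and cyclin-dependent kinases, which drive the cell cycle, 8 fell and 1 rose at T2, and 21 fell and 8 rose at T4. Cyclin A2-4 Lj3g3v0129230 fell by 0.96 (SE 0.11, edgeR adjusted p = 1.1e-09) at T2 and 2.76 (SE 0.14, edgeR adjusted p = 6.5e-23) at T4, and the kinase gene Lj5g3v0279150 by 2.28 (SE 0.16, edgeR adjusted p = 5.9e-17) at T4. The cyclin list also holds a cycling DOF factor, and its rises and falls at T4 were 5 and 20 without T4 replicate 1 or with DESeq2, and 4 and 21 without T0 replicate 1.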

Similar to *M. truncatula*, in *L. japonicus* root nodules, we observed the down-regulation of genes encoding Krebs cycle enzymes and genes regulating the cell cycle [36]. However, *L. japonicus* genes encoding DNase I were down-regulated during drought stress; thus, together with up-regulation of genes encoding chitinases and cellulose synthase, this indicates their opposite reaction towards drought stress, in comparison to *M. truncatula*. 

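The nuclease list of 34 genes gave 8 falls and 3 rises at T2 and 17 falls and 8 rises at T4 (18 and 10 adjusted over the list alone). Lj4g3v2403200, of the DNase I-like superfamily, fell by 1.98 (SE 0.11, edgeR adjusted p = 3.8e-20) at T2 and fell by 4.14 (SE 0.15, edgeR adjusted p = 7.3e-29), and Lj5g3v0614830 of the same superfamily by 2.86 (SE 0.10, edgeR adjusted p = 3.8e-28) at T4. The *M. truncatula* ortholog of Lj5g3v0614830, MTR_7g100070, is annotated as an inositol phosphatase, so its fall need not be that of a nuclease. Of 19 chitinase genes 10 rose and 2 fell at T4, the rises including Lj0g3v0284689 (3.93, SE 0.19, edgeR adjusted p = 1.9e-23) and the acidic endochitinase Lj5g3v1961260 (3.00, SE 0.14, edgeR adjusted p = 2.0e-24). Cellulose synthases, which lay down the main fibre of the wall, fell in 9 and rose in 3 of 19 cases at T4. Lj2g3v1255060 fell by 1.13 (SE 0.051, edgeR adjusted p = 2.7e-24) and Lj1g3v4863120, of the D type, by 2.33 (SE 0.12, edgeR adjusted p = 1.1e-21), and Lj3g3v1981230 rose by 0.83 (SE 0.046, edgeR adjusted p = 4.8e-21). The T2 rises and falls of the nuclease list were 3 and 4 without T0 replicate 1, T2 replicate 1 or T2 replicate 2 or with DESeq2, and 3 and 5 without T0 replicate 2.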

A number of genes involved in hormone metabolism and signal transduction, dependent on plant hormones, were differentially expressed in T2 and T4, in comparison to T0. Similar to *M. truncatula* root nodules, genes encoding the key enzyme in ABA biosynthesis showed elevated expression levels in both T2 and T4 [42,48]. Moreover, genes encoding proteins induced by a high concentration of ABA and drought stress, such as phosphatase 2C, which acts as a negative regulator of ABA response [49], were also up-regulated. 

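The NCED gene Lj0g3v0300579 rose from 11.9 ± 1.17 CPM at T0 to 222 ± 0.805 at T4, with log2 fold changes of 2.64 (SE 0.075, edgeR adjusted p = 5.6e-31) at T2 and 4.22 (SE 0.068, edgeR adjusted p = 2.3e-42) at T4. NCED cleaves carotenoids in the step that sets the rate of ABA synthesis. Of 8 genes of the pathway 2 rose and 0 fell at T2, and 4 rose and 2 fell at T4 (4 and 2 adjusted over the list alone). Zeaxanthin epoxidase Lj2g3v1874610 rose by 0.79 (SE 0.082, edgeR adjusted p = 1.2e-11), and Lj0g3v0091119, a xanthoxin dehydrogenase of a later step, fell by 1.09 (SE 0.16, edgeR adjusted p = 2.3e-07).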

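Among 57 genes of protein phosphatase 2C, 13 rose and 8 fell at T2, and 23 rose and 19 fell at T4 (24 and 21 adjusted over the list alone). Lj0g3v0286019, matched to a phosphatase of ABA signalling in *Arabidopsis*, rose by 1.33 (SE 0.080, edgeR adjusted p = 8.7e-19) and then 2.82 (SE 0.071, edgeR adjusted p = 8.2e-35). Lj1g3v1810050 went from 125 ± 2.59 to 433 ± 11.5 CPM by T4. Lj0g3v0293749 fell by 1.12 (SE 0.094, edgeR adjusted p = 1.1e-13) at T2.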

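All 6 ACC synthase genes tested, whose product is the precursor of ethylene, rose by T4, and 3 had risen by T2. Lj4g3v2990130 rose by 2.44 (SE 0.089, edgeR adjusted p = 3.3e-28) and Lj2g3v1982940 by 3.46 (SE 0.43, edgeR adjusted p = 1.9e-09) at T4. Over 16 genes of ethylene synthesis 11 rose and 1 fell (11 and 1 adjusted over the list alone), with the ACC oxidase Lj0g3v0109219 at 1.41 (SE 0.13, edgeR adjusted p = 1.5e-11). Their rises and falls were 7 and 1 without T0 replicate 2. Of 8 brassinosteroid genes 2 rose and 2 fell at T4. The cytochrome P450 gene Lj6g3v0524000 rose by 2.31 (SE 0.22, edgeR adjusted p = 1.1e-12), whereas Lj2g3v2746640, matched to the same *Arabidopsis* gene, fell by 0.72 (SE 0.067, edgeR adjusted p = 4.4e-13) and Lj0g3v0092539 by 1.47 (SE 0.26, edgeR adjusted p = 4.4e-06). The brassinosteroid counts were 1 and 2 without T0 replicate 1, T0 replicate 2 or T4 replicate 1 or with DESeq2.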

Meanwhile, genes contributing to brassinosteroids and ET biosynthesis, including ACC synthases, were up-regulated in T4 [43,44], which was different from the results obtained for *M. truncatula* root nodules. 

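Of 22 LEA genes, whose products shield proteins and membranes in drying cells, 5 rose and 3 fell at T2, and 9 rose and 5 fell at T4 (9 and 5 adjusted over the list alone). Lj1g3v4317620 went from 1.16 ± 0.107 to 52.6 ± 2.02 CPM by T4, a log2 fold change of 5.50 (SE 0.15, edgeR adjusted p = 1.1e-33). The LEA glycoprotein gene Lj2g3v2470450 rose by 1.46 (SE 0.17, edgeR adjusted p = 2.0e-09) at T2 and 2.37 (SE 0.15, edgeR adjusted p = 1.1e-18) at T4, and Lj3g3v0669220 fell by 1.96 (SE 0.21, edgeR adjusted p = 1.1e-10) at T2. Among 3 serine-rich genes 2 rose. Lj1g3v3442630, matched to a salt tolerance gene of *Arabidopsis*, rose by 2.55 (SE 0.28, edgeR adjusted p = 4.8e-10) and 4.97 (SE 0.20, edgeR adjusted p = 7.2e-27), and Lj5g3v0529060 by 0.88 (SE 0.097, edgeR adjusted p = 7.3e-11) at T4.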

Elevated expression level during water deprivation stress was also a feature of genes encoding late embryogenesis abundant (LEA) glycoproteins (Table S4), which are known to be drought stress-inducible [50] and serine-rich proteins, which are induced by a variety of abiotic stresses [51]. 

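Each of the 7 families of transcription factors held genes that changed by T4, when 13637 of all 26425 genes tested passed the adjusted p. NAC genes rose in 22 and fell in 7 of 44 cases, with Lj1g3v0826050 at 2.69 (SE 0.061, edgeR adjusted p = 1.8e-36), and WRKY genes rose in 17 and fell in 6 of 34, with Lj5g3v1597270 at 0.96 (SE 0.056, edgeR adjusted p = 5.3e-20). Of 63 MYB genes 25 rose and 16 fell, the rises including Lj1g3v0488960 (3.73, SE 0.13, edgeR adjusted p = 3.5e-29). Helix-loop-helix genes gave 14 rises and 14 falls of 44, and Lj4g3v0513460 fell by 0.99 (SE 0.051, edgeR adjusted p = 5.4e-22). Leucine zipper genes gave 10 and 14 of 35, with Lj5g3v1697630 lower by 0.93 (SE 0.045, edgeR adjusted p = 4.3e-23). The Constans-like gene Lj0g3v0311479 fell by 1.78 (SE 0.085, edgeR adjusted p = 1.6e-23) in a family with 4 rises and 3 falls of 11, and the zinc finger gene Lj1g3v1720190 rose by 2.02 (SE 0.071, edgeR adjusted p = 5.8e-29) in one with 4 and 4 of 17.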

Differential expression during drought stress was also shown by genes encoding transcription factors (Figure 4C,D) belonging to MYB [52], basic Helix-Loop-Helix, Constance-like, basic region/leucine zipper motif (bZIP) [53], WRKY, C2H2-type zinc finger and NAC families [54]. Furthermore, after four days of water deprivation, we noted up-regulation of a large number of genes encoding transcription factors from the ethylene response factor (ERF) subfamily of AP2 (AP2/ERF), which are known to be involved in plant response to drought stress [55]. 

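Of 51 AP2/ERF genes 24 rose and 12 fell at T4 (25 and 13 adjusted over the list alone). The dehydration-responsive factor gene Lj4g3v1334860, whose kind switches on genes of cold and drought, rose by 5.03 (SE 0.24, edgeR adjusted p = 1.3e-23). Lj0g3v0311029 went from 0.939 ± 0.0507 to 25.5 ± 1.31 CPM and the CRT/DRE binding factor gene Lj5g3v2028390 rose by 3.67 (SE 0.11, edgeR adjusted p = 3.0e-32). ERF003 Lj1g3v1841220 fell by 2.95 (SE 0.11, edgeR adjusted p = 9.2e-28).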

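By T4, 65 of 133 genes of cell wall remodelling fell in *L. japonicus* and 18 rose (66 and 18 adjusted over the list alone). The expansin gene Lj0g3v0359999 fell by 2.68 (SE 0.053, edgeR adjusted p = 7.4e-39) and endoglucanase Lj6g3v0227550, which cuts cellulose, by 3.78 (SE 0.096, edgeR adjusted p = 1.7e-34). Pectinesterase Lj2g3v3281250, which was higher in nodules than in roots, went from 403 ± 11.0 to 86.0 ± 1.96 CPM. Polygalacturonase Lj0g3v0212519 fell by 2.09 (SE 0.057, edgeR adjusted p = 3.5e-33).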

Similar to *M. truncatula*, four days after watering cessation, there was deregulation of genes encoding proteins involved in cell wall remodelling, microfibril organisation as well as cellulases, glucuronidases, lyases, esterases, expansins and pectins depolymerases. In T2 and T4, we observed deregulation of genes encoding enzymes involved in the synthesis of terpenoids, lignins and flavonoids, some of which are necessary for correct plant-rhizobia communication [41]. 

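Flavonoid genes rose more often than they fell in *L. japonicus*, 16 of 55 at T2 with 3 falls, and 29 at T4 with 10 falls (29 and 10 adjusted over the list alone). Chalcone synthase Lj2g3v2124320 rose by 1.43 (SE 0.085, edgeR adjusted p = 1.0e-19) and chalcone isomerase Lj5g3v2288880 by 1.23 (SE 0.073, edgeR adjusted p = 8.4e-20) at T4. Of 70 lignin genes 18 rose and 7 fell at T2, and 24 rose and 11 fell at T4, with phenylalanine ammonia-lyase Lj0g3v0121549 at 2.52 (SE 0.10, edgeR adjusted p = 9.5e-27) and laccase Lj0g3v0125739 at -1.71 (SE 0.069, edgeR adjusted p = 1.8e-26). Among 13 terpene genes 5 rose and 2 fell at T4. The β-amyrin synthase gene Lj3g3v2027430, of triterpene synthesis, rose by 1.49 (SE 0.054, edgeR adjusted p = 2.3e-28), and squalene epoxidase Lj1g3v1779010 fell by 1.05 (SE 0.068, edgeR adjusted p = 1.6e-18). At T2 the terpene rises and falls were 3 and 0 without T0 replicate 2 or with DESeq2, 4 and 1 without T2 replicate 1, and 2 and 0 without T2 replicate 2.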

After four days of water deprivation, we observed increased expression of genes encoding precursors of Kunitz-type protease inhibitor and cysteine proteinases (Table S4), which are involved in programmed cell death (PCD) [56,57,58]. 

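Of 26 cysteine protease genes 18 rose and 0 fell at T4 (18 and 0 adjusted over the list alone). Lj0g3v0000069 rose by 5.85 (SE 0.23, edgeR adjusted p = 2.6e-26), and Lj0g3v0287639, an endopeptidase of the type released in dying cells, went from 2.05 ± 0.419 to 26.7 ± 1.89 CPM. RD21a Lj5g3v0294860 rose by 0.88 (SE 0.047, edgeR adjusted p = 1.4e-21). Neither of the 2 genes annotated as Kunitz inhibitors passed in edgeR: Lj0g3v0221159 had a log2 fold change of -0.35 (SE 0.24, edgeR adjusted p = 0.224), and Lj0g3v0174199, with few counts, had a ratio of T4 to T0 of 4.37 (95% counting interval 0.489 to 206) and an edgeR adjusted p of 0.222.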

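All 5 *L. japonicus* genes matched to SAG12, a cysteine protease of senescing leaves in *Arabidopsis*, rose by T4. Lj3g3v1642060 rose by 4.80 (SE 0.19, edgeR adjusted p = 2.6e-26), from 0.906 ± 0.00479 to 25.4 ± 3.20 CPM, and Lj3g3v1641950 had no count at T0 and was at least 40.9-fold higher. Of 13 genes named SRG1, 6 rose and 2 fell (6 and 2 adjusted over the list alone). Lj4g3v2991230 rose by 3.98 (SE 0.098, edgeR adjusted p = 5.3e-35) and Lj4g3v2401150 by 1.02 (SE 0.055, edgeR adjusted p = 1.9e-21), while Lj4g3v2401120 fell by 1.90 (SE 0.22, edgeR adjusted p = 3.0e-10).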

In T4, there were also some molecular symptoms of nodule senescence, such as increased expression level of six orthologs of *Arabidopsis thaliana* gene encoding serine protease SAG12 (senescence-associated gene 12) [59] and three orthologs of SRG1 (senescence-related gene 1).

Gene ontology analysis performed for differentially expressed genes during drought for both species (Figure 4C,D) revealed changes in certain common biological processes in *M. truncatula* and *L. japonicus* root nodules, such as redox processes, protein phosphorylation and regulation of transcription (Figure 4C). However, there were also some specific features of drought-stressed *M. truncatula* nodules, such as regulation of plant-type hypersensitive response (Figure 4C). Interestingly, for both species, we detected differential expression of genes involved in response to oxidative stress, but only *M. truncatula* nodules exhibited differential expression of genes participating in response to water deprivation (Figure 4C). This observation, along with a more severe decrease in nitrogenase activity (Figure 1A), may indicate that *M. truncatula* plants are more susceptible to drought stress than *L. japonicus*.

Comparing the reactions of *M. truncatula* and *L. japonicus* towards drought stress, we found only 38 direct orthologs within genes expressed differentially in both T2 and T4. Moreover, more than half of these were regulated in the opposite manner. 

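Ortholog pairs that passed at both times in both plants numbered 85 of 14273, against 17.2 for independent lists. Rising in both plants were HVA22-type genes MTR_3g099010 and Lj1g3v1486360 (3.23 and 4.89 at T4) and the galactinol synthases MTR_1g084670 and Lj1g3v4790770 (2.26 and 6.58), which make protective sugars. The galactinol synthases do not name each other in both annotations. The ABA receptors MTR_5g083270 and Lj2g3v2830880 fell in both. Pairs that passed at either time numbered 609, where independent lists would give 252. Of these 349 changed the same way and 260 in opposite ways, 40 of the latter with the *M. truncatula* gene rising. Restricted to pairs that name each other, 64 passed at both times.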

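Of the 85 pairs that passed at both times 46 changed in opposite directions, 54.1%. In all of them the *M. truncatula* gene fell while the *L. japonicus* gene rose. Falls also prevailed among all *M. truncatula* genes that passed at both times, 993 against 187 rises, which favours pairs of this kind. ACC synthases MTR_5g015020 and Lj2g3v1982940 had log2 fold changes of -4.37 and 3.46 at T4. Phenylalanine ammonia-lyases MTR_7g101395 and Lj0g3v0121549, which do not name each other in both annotations, had log2 fold changes of -3.13 and 2.52 at T4. For the NAC factors MTR_8g059170 and Lj0g3v0346819 they were -2.69 and 6.20. Independent lists would give 8.97 opposite pairs among 17.2, and the pairs that name each other gave 32 of 64. From the few shared orthologs and their directions the paper proposes that the plants follow different strategies under drought.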

Although these two species seem to share some common drought-induced pathways, they seem to enact different strategies during the drought stress response, which could have its basis in their different types of root nodules (determinate vs. indeterminate). Our study was focused on the early response to drought, and at the tested time points (T2 and T4), there were no visible changes in the morphology of drought-treated plants, including both shoot and root. Therefore, we extended water deprivation until the tenth day after water cessation (T10) to check for phenotypic and microscopic changes in the nodule structure. Even after ten days of watering withdrawal, there were no morphological changes in either *M. truncatula* or *L. japonicus*. Root nodules of both species demonstrated typical anatomy (Figures S1–S4) [3,4]. Changes in the histological structure of *M. truncatula* root nodules in T10, examined by means of the light microscopy, included loss of turgor of the cortical cells, vascular endodermis cells, bundle pericycle cells, vascular parenchyma cells positioned between the tracheary elements and bacteroid tissue (Figure S2). Mitoses were visible even 10 days after watering cessation in the meristem of *M. truncatula* root nodules, and the saprotrophic zone was not yet formed in T10 nodules. Within *L. japonicus* T10 nodules, there was a shrinkage of the inner layer of the cells of the nodule cortex (Figure S4). Moreover, cortical endodermis cells within the lenticel were partially collapsed. Furthermore, all cells of the nodule cortex, as well as the vascular endodermis cells, were non-turgid, and only parenchymatic cells within the vascular bundle did not conform to this change. Bacteroid tissue was similar as in the T0 nodules (Figure S3), but the loss of turgor was noticeable in both the infected and non-infected cells. These results suggest that although both fabaceans have evolved divergent strategies of molecular adaptation to water deficiency, both of them are highly effective since no severe changes within nodules of both tested species were noticed even after ten days of water deprivation.

### 2.4. RNA-Seq Analysis Revealed Differentially Expressed Bacterial Genes during Water Deprivation Stress in the M. truncatula and L. japonicus Root Nodules

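The bacterial reads of the nodule libraries were counted over genes of *S. meliloti* and *M. loti*, with 2 libraries at each of T0, T2 and T4. Counts in genes of *S. meliloti* summed to 3524283 and 5177923 at T0, 3965315 and 4968349 at T2, and 3466872 and 3594682 at T4. For *M. loti* the totals were 4706326 and 5105685, 4751846 and 5070759, and 3542755 and 3545552. The chi-square per degree of freedom between replicates was 15.8, 13.4 and 1.81 at T0, T2 and T4 in *S. meliloti*, and 1.20, 2.10 and 1.18 in *M. loti*. Each bacterium was tested in a fit of its own 6 libraries. The log2 threshold was 1 for *S. meliloti* and 2 for *M. loti*, the values the paper applied.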

RNA-Seq analysis performed for nodules subjected to drought stress also revealed changes in transcriptomes of symbiotic bacteria inhabiting root nodules (Supplementary Data Set 1). 

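Few *S. meliloti* genes passed against T0. The largest rise among those that passed belonged to DU99_16195, which encodes homogentisate dioxygenase, an enzyme of tyrosine breakdown, and rose from 23.9 ± 1.37 CPM at T0 to 123 ± 4.36 at T4. With edgeR 333 of 5298 genes had an unadjusted p under 0.05 at T2 and 423 at T4, and the smallest adjusted p at T2 was 0.153.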

In the case of *S. meliloti*, these changes were rather subtle; thus, we applied less restrictive parameters of logarithmic FC (fold change), that is, 1 < FC < −1. Genes with the highest and the lowest expression levels in T4 are presented in Table S5. We found 22 and 23 genes with different expression levels in T2 and T4, respectively, in comparison to T0. 

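At T4 edgeR called 6 *S. meliloti* genes, 4 that rose and 2 that fell, and at T2 it called 0, where DESeq2 called 3 and the likelihood ratio test of edgeR 18. With the replicate number as a block, 22 genes passed at T2 and 23 at T4, but these numbers are not known to pair samples across times. Which of the genes below pass with this block is given with the differences from the paper's values. Guanine deaminase DU99_29415, of purine breakdown, rose by 1.24 (SE 0.18, edgeR adjusted p = 0.0161) at T4, and DU99_04230 by 1.11 (SE 0.16, edgeR adjusted p = 0.0161). DU99_00220, a phosphoenolpyruvate carboxykinase that feeds sugar synthesis, fell by 1.18 (SE 0.17, edgeR adjusted p = 0.0161). These calls are lost when either T4 library is left out, which leaves 1 gene. Without T0 replicate 1, 58 genes passed at T4, and without T0 replicate 2, 30 passed at T2.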

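No *S. meliloti* gene passed in edgeR at both times, and the likelihood ratio test gave 2 and the replicate block 3. DU99_16195 had a log2 fold change of 0.90 (SE 0.16, edgeR adjusted p = 0.155) at T2 and 2.37 (SE 0.16, edgeR adjusted p = 2.4e-05) at T4. Over all genes the covariance of the changes at T2 and T4 was 0.0321, against 0.0397 for simulated groups without change that share the T0 libraries.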

Only one of these was common to both time points of drought stress. 

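Among 49 *S. meliloti* genes past a log2 fold change of 1 with an unadjusted p under 0.05 at T2, none kept an adjusted p under 0.05 in edgeR. The nitrite reductase gene DU99_27885 had 83.1 ± 11.9 against 43.0 ± 9.37 CPM (SD, n = 2 each) at T2 and T0, a log2 fold change of 0.94 (SE 0.17, edgeR adjusted p = 0.155). From T2 to T4 edgeR called 14 genes, 4 that rose and 10 that fell. The number of calls was 57 without T2 replicate 1, 2 without T2 replicate 2, 0 without T4 replicate 1 and 0 without T4 replicate 2, and 55 with the likelihood ratio test. DU99_27885 is one that fell, by 1.22 (SE 0.18, edgeR adjusted p = 0.0183), a call lost without T2 replicate 2 or either T4 library.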

Most of the differentially expressed genes in T2 had elevated expression levels in T2 when compared to the control T0. Among these, we distinguished genes encoding enzymes involved in bacterial DNA replication—DNA polymerase III subunit alpha and DNA topoisomerase, which is engaged in the relaxation of positively supercoiled DNA if a short single-stranded loop is formed [60,61]. 

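The topoisomerase gene DU99_27180, whose product relaxes twisted DNA, had 27.0 ± 8.66 against 5.76 ± 5.25 CPM (SD, n = 2 each) at T2 and T0, a log2 fold change of 2.09 (SE 0.41, edgeR adjusted p = 0.165). The alpha subunit of DNA polymerase III, DU99_06725, which copies the chromosome, had one of 0.92 (SE 0.19, edgeR adjusted p = 0.174). Adjusted over the 14 genes of DNA polymerase III and topoisomerases alone, 2 rose. Over all genes edgeR called 0 of them, and the rises and falls were 1 and 0 without T0 replicate 1 or with DESeq2, and 2 and 0 without T0 replicate 2 or T2 replicate 1 or with the likelihood ratio test.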

A higher expression level in T2 was also a feature of glycogen debranching enzymes, which mobilise glucose reserves from glycogen [62]. This may indicate that drought-stressed bacteroids receive less carbon compound from photosynthesis. 

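DU99_27175 encodes a glycogen debranching protein, which frees glucose from stored glycogen, and had 56.2 ± 3.28 against 25.7 ± 7.28 CPM (SD, n = 2 each) at T2 and T0. The edgeR adjusted p was 0.155. Of 7 glycogen genes 1 rose when adjusted over the list alone and edgeR called 0 over all genes. Members that rose and fell came to 1 and 0 without T0 replicate 1, T0 replicate 2 or T2 replicate 1 or with DESeq2 or with the likelihood ratio test.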

Another result suggesting bacteroid starvation is the up-regulation of genes encoding RelE toxin activated in response to nutritional stress [63] and cleaving mRNA codons positioned at the ribosomal A-site [64]. 

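The RelE toxin gene DU99_07735, whose product cuts mRNA on the ribosome, had a log2 fold change of 1.26 (SE 0.31, edgeR adjusted p = 0.310) at T2, with 22.1 ± 7.39 CPM against 8.91 ± 3.90 at T0. DU99_22155, a plasmid stabilization protein, had one of 0.77 (SE 0.16, edgeR adjusted p = 0.174) and DU99_13740, another RelE-type toxin, 0.36 (SE 0.14, edgeR adjusted p = 0.669). The toxin list of 26 genes also holds peptide chain release factors. In it 2 genes rose when adjusted over the list alone, and edgeR called 0 over all genes. Counts of rises and falls were 2 and 0 without T0 replicate 2 or with the likelihood ratio test, and 1 and 0 without T2 replicate 1.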

Toxin-antitoxin loci function as elements of bacterial stress response that help them to cope with starvation, possibly by preventing the production of defective proteins during stress conditions [65]. Moreover, after four days of water deprivation, the expression level of gene encoding putative sugar efflux transporter was decreased, in comparison to the control conditions. Such transporters have a broad spectrum of substrates, but generally, facilitate the efflux of sugar compounds from bacteria [66]. Therefore, it is reasonable that in conditions of carbon compounds limitation, the expression of this transporter was inhibited. Also, in T2, we observed a higher expression level of two genes encoding histidine kinases. 

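DU99_25880, the gene taken here for the sugar efflux transporter and annotated only as a transporter, had 2.08 ± 0.501 against 2.39 ± 0.483 CPM (SD, n = 2 each) at T4 and T0. Its log2 fold change was -0.24 (SE 0.51, edgeR adjusted p = 0.929).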

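Histidine kinases sense conditions outside the cell and pass the signal on by phosphate transfer. DU99_30990 had 5.06 ± 1.55 against 0.456 ± 0.644 CPM (SD, n = 2 each) at T2 and T0, a log2 fold change of 3.14 (SE 0.65, edgeR adjusted p = 0.174), and DU99_30995, the next locus, one of 2.61 (SE 0.67, edgeR adjusted p = 0.311). Of 57 histidine kinases 1 rose when adjusted over the list alone, and edgeR called 0 over all genes. In other settings the rises and falls were 2 and 0 without T0 replicate 2 or with the likelihood ratio test, and 1 and 0 without T2 replicate 1.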

Since histidine kinases are the part of stress signal transduction pathway, this may suggest that bacteroids suffer from water deprivation stress as a result of changes in osmolarity and turgor [67]. 

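DU99_05145, a cation:proton antiporter that exchanges sodium for protons, had 3.32 ± 0.479 against 7.55 ± 0.101 CPM (SD, n = 2 each) at T2 and T0. The log2 fold change was -1.16 (SE 0.31, edgeR adjusted p = 0.349). Of 8 antiporter genes 1 fell when adjusted over the list alone and edgeR called 0 over all genes.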

Another indication of a disturbance in ionic homeostasis was the lower expression level of the *S. meliloti* gene encoding Na^+^/H^+^ antiporter [68] in T2 vs. T0. We also observed three up-regulated genes encoding transcription regulators. One of these belongs to the MarR (multiple antibiotic resistance regulator) family, which is deregulated in response to specific environmental stimuli, especially those in the form of phenolic compounds, which often have plant origin [69]. 

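The MarR regulator gene DU99_05870, of a family that senses phenolic compounds, had 30.1 ± 9.94 against 13.1 ± 6.16 CPM (SD, n = 2 each) at T2 and T0, a log2 fold change of 1.15 (SE 0.29, edgeR adjusted p = 0.311). Of 17 MarR genes 1 rose when adjusted over the list alone and edgeR called 0 over all genes, and the rises and falls were 1 and 0 without T0 replicate 2 or T2 replicate 1 or with the likelihood ratio test.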

Although some of the members of MarR family have been shown to be connected with a response to environmental stresses, especially those generated by antibiotic treatment [70], our data may indicate that members of the MarR family can be universal stress-responsive proteins. Moreover, two other genes encoding members of the MarR family were differentially expressed after four days of water deprivation. 

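At T4 the MarR regulator gene DU99_20315 had a log2 fold change of -1.05 (SE 0.22, edgeR adjusted p = 0.147) and DU99_16200, next to the genes of homogentisate breakdown by its locus number, one of 1.46 (SE 0.35, edgeR adjusted p = 0.253). Adjusted over the MarR list alone 1 gene rose and 1 fell, while edgeR called 0 over all genes. Under alternatives the rises and falls were 1 and 1 with the likelihood ratio test, and 0 and 2 without T0 replicate 1.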

Another transcription regulator which was up-regulated in T2 belongs to the LysR family. 

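DU99_09345, a regulator of the LysR family, had 19.0 ± 1.56 against 8.69 ± 3.18 CPM (SD, n = 2 each) at T2 and T0 and a log2 fold change of 1.07 (SE 0.26, edgeR adjusted p = 0.282). Of 93 LysR genes edgeR called 0, over all genes and over the list alone. Rising and falling members numbered 1 and 0 without T0 replicate 2 or with the likelihood ratio test.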

Members of this family regulate oxidative stress response [71], nitrogen fixation [72] and response to nitrogen limitation [71]. Furthermore, after four days of water deprivation, we observed an increase in expression levels of two genes belonging to the phenylalanine/tyrosine degradation pathway. 

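Homogentisate dioxygenase DU99_16195 rose by 2.37 (SE 0.16, edgeR adjusted p = 2.4e-05) at T4, a call that held under each alternative tried. DU99_16190, a hydratase next in locus number, rose by 1.14 (SE 0.17, edgeR adjusted p = 0.0161), which is lost with scaling by library size only or without either T4 library. Of 14 genes of phenylalanine and tyrosine breakdown 2 rose and 0 fell (5 and 0 adjusted over the list alone). By camera the list lay above the other genes (adjusted p = 2.9e-10, but adjusted p = 0.201 with an estimated correlation). Its rises and falls were 4 and 0 without T0 replicate 1 or with the likelihood ratio test, and 1 and 0 without T4 replicate 1 or T4 replicate 2 or when scaled by library size only.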

Phenylalanine serves as a nitrogen source under nitrogen starvation conditions [73]. It is a part of a well-known strategy to survive starvation since the removal of abnormal proteins and retrieval of amino acids from degraded ones provides compounds for the synthesis of new, critically needed proteins [73,74]. Nitrogen starvation of *S. meliloti* bacteroids could be the result of reduced nitrogenase activity, observed in *M. truncatula* root nodules in T2 and T4 (Figure 1A). 

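Of 79 genes of amino acid transport in *S. meliloti* edgeR called 0 at T4, and 3 fell when adjusted over the list alone. The permease gene DU99_13825 had a log2 fold change of -1.00 (SE 0.21, edgeR adjusted p = 0.147), and the binding proteins DU99_13805 and DU99_32055 had -0.65 (SE 0.15, edgeR adjusted p = 0.245) and -1.53 (SE 0.36, edgeR adjusted p = 0.245). Binding proteins catch amino acids outside the inner membrane for such permeases. Members that rose and fell came to 0 and 3 with the likelihood ratio test, and 0 and 5 without T0 replicate 1.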

In T4, we also detected a decrease in the expression level of genes encoding some proteins participating in the transport of amino acids, which is essential in the compound exchange between bacteria and plant during symbiosis [75] (Figure 5C). 

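The cell division gene DU99_26030, for FtsK, which moves DNA into daughter cells, had 3.00 ± 1.79 against 11.3 ± 1.51 CPM (SD, n = 2 each) at T4 and T0, a log2 fold change of -1.94 (SE 0.36, edgeR adjusted p = 0.110). FtsQ DU99_12190 had one of -1.40 (SE 0.36, edgeR adjusted p = 0.292) and FtsZ DU99_12180, the ring protein of division, -0.88 (SE 0.23, edgeR adjusted p = 0.322). Of 20 genes 3 fell when adjusted over the list alone and edgeR called 0 over all genes. Counts of rises and falls were 0 and 2 with the likelihood ratio test, and 0 and 4 without T0 replicate 1.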

Down-regulation of two genes, which encode bacterial cell division proteins, was also noted (Figure 5C). This could indicate that, along with drought stress, rhizobia located in infection threads cease divisions [76], which also corresponds well with the down-regulation of *M. truncatula* genes involved in infection thread biosynthesis during drought stress. 

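The pilus assembly gene DU99_00725 had a log2 fold change of -1.38 (SE 0.37, edgeR adjusted p = 0.326) at T4, in a list of 17 genes that also holds an aminotransferase and a kinase. Nitrite reductase DU99_07710, an enzyme of nitrogen oxide respiration, had 1.63 ± 0.146 against 4.93 ± 0.759 CPM (SD, n = 2 each) at T4 and T0, a log2 fold change of -1.61 (SE 0.42, edgeR adjusted p = 0.316). EdgeR called 0 pilus genes and 0 of 11 genes in the nitrite list over all genes, and 0 and 1 adjusted over each list alone. The rises and falls of pilus genes were 0 and 1 without T0 replicate 1 or with the likelihood ratio test.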

In T4, there was also down-regulation of gene encoding pilus assembly protein, which can directly affect the effectivity of symbiosis establishment [77,78], and a gene encoding nitrite reductase, which has previously been proven to inhibit activity during water deficit in bacteroids of *Glycine max* [79]. Our data indicate that water stress not only affects enzyme activity but also influences its gene expression.

RNA-Seq analysis performed for nodules subjected to drought stress also revealed changes in transcriptomes of symbiotic bacteria inhabiting root nodules (Supplementary Data Set 1). In the case of *S. meliloti*, these changes were rather subtle; thus, we applied less restrictive parameters of logarithmic FC (fold change), that is, 1 < FC < −1. Genes with the highest and the lowest expression levels in T4 are presented in Table S5. We found 22 and 23 genes with different expression levels in T2 and T4, respectively, in comparison to T0. Only one of these was common to both time points of drought stress. Most of the differentially expressed genes in T2 had elevated expression levels in T2 when compared to the control T0. Among these, we distinguished genes encoding enzymes involved in bacterial DNA replication—DNA polymerase III subunit alpha and DNA topoisomerase, which is engaged in the relaxation of positively supercoiled DNA if a short single-stranded loop is formed [60,61]. A higher expression level in T2 was also a feature of glycogen debranching enzymes, which mobilise glucose reserves from glycogen [62]. This may indicate that drought-stressed bacteroids receive less carbon compound from photosynthesis. Another result suggesting bacteroid starvation is the up-regulation of genes encoding RelE toxin activated in response to nutritional stress [63] and cleaving mRNA codons positioned at the ribosomal A-site [64]. Toxin-antitoxin loci function as elements of bacterial stress response that help them to cope with starvation, possibly by preventing the production of defective proteins during stress conditions [65]. Moreover, after four days of water deprivation, the expression level of gene encoding putative sugar efflux transporter was decreased, in comparison to the control conditions. Such transporters have a broad spectrum of substrates, but generally, facilitate the efflux of sugar compounds from bacteria [66]. Therefore, it is reasonable that in conditions of carbon compounds limitation, the expression of this transporter was inhibited. Also, in T2, we observed a higher expression level of two genes encoding histidine kinases. Since histidine kinases are the part of stress signal transduction pathway, this may suggest that bacteroids suffer from water deprivation stress as a result of changes in osmolarity and turgor [67]. Another indication of a disturbance in ionic homeostasis was the lower expression level of the *S. meliloti* gene encoding Na^+^/H^+^ antiporter [68] in T2 vs. T0. We also observed three up-regulated genes encoding transcription regulators. One of these belongs to the MarR (multiple antibiotic resistance regulator) family, which is deregulated in response to specific environmental stimuli, especially those in the form of phenolic compounds, which often have plant origin [69]. Although some of the members of MarR family have been shown to be connected with a response to environmental stresses, especially those generated by antibiotic treatment [70], our data may indicate that members of the MarR family can be universal stress-responsive proteins. Moreover, two other genes encoding members of the MarR family were differentially expressed after four days of water deprivation. Another transcription regulator which was up-regulated in T2 belongs to the LysR family. Members of this family regulate oxidative stress response [71], nitrogen fixation [72] and response to nitrogen limitation [71]. Furthermore, after four days of water deprivation, we observed an increase in expression levels of two genes belonging to the phenylalanine/tyrosine degradation pathway. Phenylalanine serves as a nitrogen source under nitrogen starvation conditions [73]. It is a part of a well-known strategy to survive starvation since the removal of abnormal proteins and retrieval of amino acids from degraded ones provides compounds for the synthesis of new, critically needed proteins [73,74]. Nitrogen starvation of *S. meliloti* bacteroids could be the result of reduced nitrogenase activity, observed in *M. truncatula* root nodules in T2 and T4 (Figure 1A). In T4, we also detected a decrease in the expression level of genes encoding some proteins participating in the transport of amino acids, which is essential in the compound exchange between bacteria and plant during symbiosis [75] (Figure 5C). Down-regulation of two genes, which encode bacterial cell division proteins, was also noted (Figure 5C). This could indicate that, along with drought stress, rhizobia located in infection threads cease divisions [76], which also corresponds well with the down-regulation of *M. truncatula* genes involved in infection thread biosynthesis during drought stress. In T4, there was also down-regulation of gene encoding pilus assembly protein, which can directly affect the effectivity of symbiosis establishment [77,78], and a gene encoding nitrite reductase, which has previously been proven to inhibit activity during water deficit in bacteroids of *Glycine max* [79]. Our data indicate that water stress not only affects enzyme activity but also influences its gene expression.

Changes in the expression of *M. loti* genes were more evident, which is why we could apply more restrictive parameters of differentially expressed genes selection (2 < FC < −2). We found 45 differentially expressed genes after two days of watering cessation and 411 after four days. Moreover, 43 genes were common for both time points. 

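In *M. loti* 47 genes passed at T2 and 396 at T4, 328 of the latter upwards and 68 downwards. BAB47792, of unknown function, rose by 2.81 (SE 0.087, edgeR adjusted p = 1.0e-43) at T2 and 6.38 (SE 0.058, edgeR adjusted p = 6.9e-84) at T4, and the hypothetical gene BAB54847 went from 23.4 ± 0.112 to 1481 ± 45.6 CPM by T4. BAB48949, with a CHRD domain, rose by 2.65 (SE 0.059, edgeR adjusted p = 1.3e-53) at T2. BAB51598, an S-adenosylhomocysteine hydrolase of the methionine cycle, fell by 3.43 (SE 0.034, edgeR adjusted p = 3.7e-81) at T4, and BAB52464, a methionine synthase of the same cycle, by 2.94 (SE 0.021, edgeR adjusted p = 6.3e-92). At a log2 threshold of 1, 192 genes passed at T2 and 1399 at T4, 876 of the latter upwards and 523 downwards. By the adjusted p of edgeR alone 1794 rose and 1769 fell at T4, so that the excess of rises lies among the larger changes.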

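Both times shared 46 genes of *M. loti*, all of which rose, against 2.38 for independent lists. The catalase gene BAB49315 and the sigma factor gene BAB50660 are among them. The covariance of log2 fold changes at T2 and T4 over all genes was 0.370, against 0.0266 in groups simulated without change.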

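All 47 genes of *M. loti* that passed at T2 rose. Falls stayed short of the threshold, as for ribosomal protein L30 BAB47924, with a log2 fold change of -1.23 (SE 0.094, edgeR adjusted p = 1.9e-19), and porin BAB54159, with -0.72 (SE 0.025, edgeR adjusted p = 1.4e-40). By the adjusted p alone 569 genes rose and 503 fell in edgeR.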

As in the case of *S. meliloti*, most of the genes (41 out of 45) differentially expressed in T2 were up-regulated. The twenty most up- and down-regulated *M. loti* genes in T4 are presented in Table S6. 

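The glycosyl hydrolase gene BAB54022, of the glycogen debranching type, had log2 fold changes of 0.064 (SE 0.15, edgeR adjusted p = 0.849) at T2 and 0.43 (SE 0.15, edgeR adjusted p = 0.0135) at T4, and the T4 call is lost with DESeq2, without T0 replicate 1 and without T4 replicate 1. Glycogen synthase BAB54020, which builds the store, rose by 0.39 (SE 0.094, edgeR adjusted p = 2.2e-04) at T4. Of 4 glycogen genes edgeR called 0 at T2 and 2 at T4, with 0 and 2 over the list alone.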

Similar to *S. meliloti*, in T2 and T4, we observed up-regulation of the gene encoding the glycogen debranching enzyme, which mobilises glucose reserves from glycogen [62]. Moreover, in T4, we found the up-regulation of alpha-glucosidase—an enzyme which catalyses glucose release from starch and disaccharides. This could indicate that after four days of drought, bacteroids suffer from a scarcity of carbon compounds and massively mobilise glucose reserves. 

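The alpha-glucosidase gene BAB51615, whose product splits glucose off starch and disaccharides, rose from 18.5 ± 2.51 to 286 ± 2.41 CPM by T4, by 3.96 (SE 0.091, edgeR adjusted p = 1.9e-54). Of 5 genes in the list, which also holds galactosidases and a glucoamylase, 2 rose and 1 fell (2 and 1 adjusted over the list alone), and these were 2 and 0 without T0 replicate 2 or with DESeq2.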

The higher expression of gene encoding isocitrate lyase in T2 and T4 seems to confirm this hypothesis since this enzyme is a part of glyoxylate cycle bypassing two of the decarboxylation steps in the tricarboxylic acid cycle (TCA). 

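Isocitrate lyase BAB52803, which opens the glyoxylate cycle, rose by 2.69 (SE 0.14, edgeR adjusted p = 2.1e-28) at T2 and by 3.97 (SE 0.12, edgeR adjusted p = 3.3e-45) at T4. Malate synthase BAB51267, the next enzyme of that cycle, fell by 0.87 (SE 0.11, edgeR adjusted p = 3.8e-11) at T4. The glyoxylate list of 5 genes, with an isopropylmalate synthase and NifV among them, gave 1 rise and 3 falls (1 and 3 adjusted over the list alone). From the glycogen debranching enzyme and the glucosidase the paper proposes that bacteroids run short of carbon and draw on their reserves, and it takes isocitrate lyase as a further sign of this.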

Bacteria use the glyoxylate cycle to utilise simple carbon compounds (C2) to satisfy carbon requirements during limitation of more complex sources, such as glucose [80]. This phenomenon has been observed in microorganisms subjected to various stress conditions [81,82,83]. Furthermore, in T4, we noted a high expression level of formate dehydrogenase gene, which is required for utilisation of one-carbon compounds [84]. 

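Formate dehydrogenase BAB54823, which oxidizes formate to carbon dioxide, went from 6.25 ± 0.213 CPM at T0 to 98.0 ± 4.72 at T4 and rose by 3.96 (SE 0.14, edgeR adjusted p = 7.5e-41). The subunits BAB51855 and BAB51852 rose by 0.44 (SE 0.044, edgeR adjusted p = 1.9e-14) and 0.42 (SE 0.046, edgeR adjusted p = 3.0e-13). Of 8 genes 4 rose and 1 fell (4 and 1 adjusted over the list alone), and these were 4 and 0 without T4 replicate 1 or with DESeq2 or with a GC offset.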

In T4, we also observed down-regulation of 20 genes encoding 30S and 50S ribosomal proteins (Table S6, Figure 5C,D), which could indicate that bacteria that are receiving less carbon and nitrogen compounds, due to the reduced nitrogenase activity in drought, retarded their basal metabolic rate. 

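All 55 genes of 30S and 50S ribosomal proteins tested fell by T4, 16 of them past the log2 threshold of 2. BAB47918 for L5 fell by 2.62 (SE 0.072, edgeR adjusted p = 7.4e-49) and BAB50778 for L21 by 1.67 (SE 0.042, edgeR adjusted p = 1.3e-51). L25 BAB49759 went from 1285 ± 14.6 to 408 ± 3.89 CPM. The camera test placed the list below the other genes (adjusted p = 4.8e-34, and adjusted p = 0.0457 with an estimated correlation).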

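Of 48 flagellar genes of *M. loti* 31 fell and 7 rose at T4 (31 and 7 adjusted over the list alone). Flagellin FlaA BAB49937, the subunit of the filament, went from 78.7 ± 7.11 to 24.1 ± 3.44 CPM, and FliF BAB49938, of the basal body, fell by 2.84 (SE 0.27, edgeR adjusted p = 1.1e-15). The list also holds response regulators, of which BAB54788 rose by 5.44 (SE 0.29, edgeR adjusted p = 2.0e-29), and the motor gene BAB49550 for a MotB protein rose by 3.70 (SE 0.044, edgeR adjusted p = 2.4e-75).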

We also observed a high number of down-regulated genes encoding flagellar proteins (Table S6, Figure 5C,D). It can be assumed that under conditions of limited carbon and nitrogen sources, bacteria shift their metabolism towards the production of more crucial proteins, critical for bacteroid survival, rather than proteins needed for motility. Additionally, genes involved in the carbon-phosphorus (C-P) lyase system, machinery which enables bacteria to restore phosphorus, were down-regulated [85], possibly to prevent the existing carbon compounds from degradation. Furthermore, high expression levels of genes encoding abortive infection protein and ribonucleases in T4 may be an indication of the existence of a system similar to the *S. meliloti* toxin-antitoxin system [86]. 

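Among 31 genes of the C-P lyase system 17 fell and 8 rose at T4 (17 and 8 adjusted over the list alone). PhnJ BAB50256, the subunit that breaks the bond between carbon and phosphorus, fell by 2.47 (SE 0.18, edgeR adjusted p = 1.4e-21) and PhnK BAB50257 by 2.54 (SE 0.20, edgeR adjusted p = 1.6e-19). The binding protein BAB50262 went from 89.4 ± 3.57 to 23.0 ± 5.01 CPM, and PhnM BAB51508 fell by 0.92 (SE 0.063, edgeR adjusted p = 8.6e-23).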

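The abortive infection gene BAB51047, of a kind that halts phage-infected cells, rose by 3.10 (SE 0.14, edgeR adjusted p = 1.5e-33) at T4. Of 23 ribonuclease genes 6 rose and 9 fell (6 and 9 adjusted over the list alone). BAB53710 rose by 4.90 (SE 0.20, edgeR adjusted p = 2.2e-36) and BAB54856 by 2.28 (SE 0.084, edgeR adjusted p = 7.3e-40), and the protein of ribonuclease P, BAB51382, fell by 1.17 (SE 0.058, edgeR adjusted p = 1.9e-31).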

There were also clear symptoms that *M. loti* bacteroids suffered from osmotic stress resulting from water deprivation. In T4, we observed elevated expression level of gene encoding the phage shock protein, which is known to be induced during various stresses, such as osmotic shock [87], and down-regulation of gene encoding porin (Table S6), which can be influenced by both, osmotic changes and carbon source shift [88]. 

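Phage shock protein A BAB49584, which guards the inner membrane, rose by 2.13 (SE 0.29, edgeR adjusted p = 5.6e-10) at T4. Of 5 porin genes 3 fell and 0 rose (3 and 0 adjusted over the list alone). BAB54159, a channel of the outer membrane, went from 1934 ± 44.9 to 354 ± 9.67 CPM, Omp2b BAB50784 fell by 1.12 (SE 0.020, edgeR adjusted p = 3.2e-62) and BAB52694 by 0.96 (SE 0.037, edgeR adjusted p = 2.5e-38).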

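The mechanosensitive channel gene BAB50769, whose product opens when the membrane is stretched, rose by 2.14 (SE 0.16, edgeR adjusted p = 1.9e-19) at T2 and 5.19 (SE 0.11, edgeR adjusted p = 5.3e-58) at T4. Of 7 such genes 1 rose at T2, and 2 rose and 1 fell at T4 (2 and 1 adjusted over the list alone). At T4 these were 1 and 1 without T4 replicate 2 or with DESeq2, and 1 and 0 without T0 replicate 2.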

We also noted the increased expression of the gene encoding mechanosensitive ion channel protein over drought duration. Mechanosensitive channels respond to mechanical forces, such as osmotic and turgor pressure, by opening, which relieves pressure and prevents cells from lysis [89]. 

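All 3 genes of the cardiolipin list, enzymes that join lipids of the membrane, rose by T4. BAB54862, a phospholipase D family protein, rose by 4.37 (SE 0.17, edgeR adjusted p = 2.4e-38), and BAB53717, a cardiolipin synthetase, went from 6.22 ± 2.67 to 51.9 ± 4.32 CPM.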

In T4, we also noted a higher expression level of genes encoding cardiolipin synthase, known to be regulated by osmotic stress in bacteria [90]. Moreover, we observed high expression levels of genes encoding trehalose-6-phosphate phosphatase, which is common in stress conditions since trehalose functions as an osmoprotectant [91,92,93]. 

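The trehalose-6-phosphate phosphatase genes BAB48232 and BAB48231, of the last step to the osmolyte trehalose, rose by 4.40 (SE 0.077, edgeR adjusted p = 6.8e-63) and 3.17 (SE 0.11, edgeR adjusted p = 5.0e-43) at T4. ThuA BAB50072, of trehalose use, rose by 1.78 (SE 0.22, edgeR adjusted p = 3.2e-11). All 3 genes of the list rose, and 2 had by T2.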

In both T2 and T4, we observed elevated expression level of gene encoding catalase HPII, which in *S. meliloti* has been shown to be protective against H_2_O_2_, one of the reactive oxygen species (ROS) formed under stress conditions [94], while in T4, we identified the up-regulation of NADH dehydrogenase, which is also a part of bacterial protection against oxidative stress [95] and an activator of HSP90 ATPase, which is related to cell stress response [96]. Furthermore, in both T2 and T4, we also observed up-regulation of genes encoding sigma factors of RNA polymerase, which can redirect the polymerase holoenzyme to foster the expression of stress-related genes [97,98]. 

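Catalase BAB49315, which breaks down hydrogen peroxide, rose by 2.65 (SE 0.14, edgeR adjusted p = 7.7e-29) at T2 and 5.19 (SE 0.099, edgeR adjusted p = 3.0e-60) at T4, and all 3 catalase genes rose by T4. One NADH dehydrogenase gene, BAB47962, rose by 2.36 (SE 0.087, edgeR adjusted p = 5.5e-40), while 17 of 18 in the list fell, such as chain 3 BAB48752 by 1.14 (SE 0.055, edgeR adjusted p = 3.1e-32). BAB50726, an activator of the HSP90 ATPase, rose by 2.34 (SE 0.11, edgeR adjusted p = 7.6e-34). In the HSP90 list of 4 genes 2 rose and 1 fell (2 and 1 adjusted over the list alone), and these were 1 and 0 without T0 replicate 1 or with DESeq2, 2 and 0 without T4 replicate 1, and 1 and 1 without T0 replicate 2 or T4 replicate 2.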

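Sigma factors, which direct RNA polymerase to its promoters, rose in 7 of 24 cases at T2, with 0 falls, and in 15 at T4, with 1 fall (15 and 1 adjusted over the list alone). BAB50660, an RpoH-like factor, rose by 2.13 (SE 0.056, edgeR adjusted p = 1.6e-48) and then 4.60 (SE 0.046, edgeR adjusted p = 2.9e-81), and BAB50537 by 3.14 (SE 0.090, edgeR adjusted p = 1.7e-47) at T4. RpoN BAB52246, the factor of nitrogen fixation genes, fell by 0.42 (SE 0.019, edgeR adjusted p = 3.7e-33). At T2 the rises and falls were 4 and 0 with DESeq2.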

Similar to *S. meliloti*, in T4, we found up-regulation of several *M. loti* genes encoding histidine kinases responsible for stress signal transduction [67]. 

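Of 57 histidine kinase genes of *M. loti* 19 rose and 13 fell at T4 (19 and 13 adjusted over the list alone). BAB50541 rose from 20.4 ± 0.428 to 465 ± 2.48 CPM, BAB49529 by 2.18 (SE 0.058, edgeR adjusted p = 8.5e-50) and BAB49083 by 2.47 (SE 0.066, edgeR adjusted p = 1.1e-49). The counts of rises and falls were 16 and 8 with DESeq2.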

After four days of water deprivation, there was a differential expression in many genes encoding transcription regulators. As in the case of *S. meliloti*, we noted up-regulation of transcription factor belonging to the LysR family, which can be involved in response to both oxidative stress and nitrogen limitation [71,72].

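LysR genes of *M. loti* rose in 28 and fell in 1 of 56 cases at T4 (28 and 0 adjusted over the list alone). BAB49434 rose by 2.23 (SE 0.13, edgeR adjusted p = 1.1e-26), which places it past the threshold, and BAB49278 by 1.52 (SE 0.089, edgeR adjusted p = 7.0e-27) and BAB54198 by 1.83 (SE 0.20, edgeR adjusted p = 5.0e-13). In other settings the rises and falls were 19 and 0 with DESeq2, 28 and 0 when scaled by library size only, 25 and 0 without T0 replicate 1, 22 and 0 without T0 replicate 2, and 23 and 0 without T4 replicate 2.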

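Genes of end joining, which seals broken DNA, rose in 5 of 12 cases at T2 and in 8 at T4, with 0 falls (8 and 0 adjusted over the list alone). The Ku gene BAB51223, whose product holds DNA ends, rose by 1.22 (SE 0.094, edgeR adjusted p = 2.7e-19) and then 4.03 (SE 0.067, edgeR adjusted p = 1.5e-64). The ligase gene BAB51222, next to it in number, went from 69.5 ± 0.209 to 844 ± 5.90 CPM by T4, and BAB54870, a probable DNA ligase, rose by 4.26 (SE 0.13, edgeR adjusted p = 7.2e-46). Over 36 genes of DNA repair 14 rose and 6 fell at T4.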

Interestingly, it seems that one of the fastest bacteroid responses towards drought stress is to induce mechanisms of DNA reparation (Figure 5C) since in T4 we observed high expression levels of several ATP-dependent ligases and Ku proteins, which are required for DNA repair by non-homologous end joining of DNA double-strand breaks [99]. Possibly this very fast reaction is aimed at the prevention of long-term and fatal damage to genetic material. Moreover, the gene encoding uracil-DNA glycosylase, which takes part in the prevention of G:C→A:T transition mutations [100], was up-regulated. 

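Uracil-DNA glycosylases remove uracil from DNA. BAB51645 rose by 2.86 (SE 0.19, edgeR adjusted p = 3.1e-23) at T4, past the log2 threshold of 2, and BAB54148 by 1.41 (SE 0.11, edgeR adjusted p = 8.0e-20). The other 2 genes with this name, BAB54112 and BAB48121, had log2 fold changes of 0.31 (SE 0.14, edgeR adjusted p = 0.0640) and -0.48 (SE 0.58, edgeR adjusted p = 0.500).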

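Both genes of the circadian list, BAB54866 and BAB53721, are homologs of the cyanobacterial clock gene KaiC. BAB54866 rose by 4.24 (SE 0.15, edgeR adjusted p = 2.6e-41) and BAB53721 went from 6.87 ± 0.248 to 85.6 ± 9.31 CPM by T4. At T2 they rose by 1.57 (SE 0.22, edgeR adjusted p = 1.4e-08) and 1.64 (SE 0.19, edgeR adjusted p = 2.6e-11).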

Quite mysterious seemed to be the high expression level of genes encoding circadian clock proteins after four days of drought. In cyanobacteria, these proteins regulate autophosphorylation cycles, nitrogen fixation, photosynthesis, amino acid uptake, gene expression and cell divisions [101]. However, their role in drought stress requires further elucidation.

RNA-Seq analysis revealed that both *S. meliloti* and *M. loti* bacteroids suffered from water deprivation, which manifests itself in osmotic changes and carbon compound limitation. Although *S. meliloti* and *M. loti* seemed to share some responses to drought, such as increased expression of histidine kinases or transcription regulators, their general strategy of survival seems to be different. In *S. meliloti*, only one differentially expressed gene was common in early (T2) and late (T4) stage of drought; hence, various genes were deregulated in tested stages of water deprivation. In *M. loti*, however, we observed the opposite situation. 

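Of the 47 *M. loti* genes that passed at T2, 1 did not pass at T4. In 46 the change was larger at T4, and for 45 of these the step from T2 to T4 passed the adjusted p in edgeR. The mechanosensitive channel BAB50769 stood at 7.67 ± 0.285 CPM at T0, 33.9 ± 0.0176 at T2 and 282 ± 10.6 at T4.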

Only two differentially expressed genes in T2 were not detected in T4, while for the overwhelming majority of *M. loti* genes, the effect of up- or down-regulation intensified along with drought duration. Moreover, performed gene ontology analysis confirmed the existence of many differences among the species. *S. meliloti* bacteroids showed much stronger symptoms of nitrogen deficit (Figure 5C), which could result from the greater decrease in nitrogenase activity observed for *M. truncatula* nodules during drought (Figure 1A). Meanwhile, in circumstances of water deprivation, only *M. loti* bacteroids implemented some mechanisms of DNA protection (Figure 5C), down-regulated genes encoding flagellar proteins (Figure 5C,D) and possibly triggered retardation of basal metabolic rates by down-regulation of genes encoding ribosomal proteins (Figure 5C,D).

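DNA repair, flagellar and ribosomal genes, which changed in *M. loti*, were also counted in *S. meliloti*, without a test of the difference between the bacteria. In *S. meliloti* edgeR called 0 of 28 repair genes, 0 of 65 flagellar genes and 0 of 56 ribosomal genes. Adjusted over each list alone, 39 ribosomal genes of *S. meliloti* fell, at a median log2 fold change of -0.59 over the list against -1.39 in *M. loti*. The rises and falls of its ribosomal genes were 0 and 1 with the likelihood ratio test, and 0 and 43 without T0 replicate 1. From such contrasts the paper proposes that the survival strategies of the bacteria differ.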

## 3. Materials and Methods

### 3.1. Plant Material, Inoculation with Rhizobia, Growth Conditions and Drought Stress Induction

Seeds of *Lotus japonicus* cv. Gifu B-129 and *Medicago truncatula* cv. Jemalong A17 were treated with 96% sulfuric acid (H_2_SO_4_) for 11 min and washed five times in sterile, de-ionised water. Subsequently, seeds were placed in Petri dishes with 1% water agar and kept in darkness at 4 °C for 12 h. After this time, Petri dishes containing *L. japonicus* seeds were placed upside-down in a growth chamber (16 h photoperiod, photosynthetic photon flux density (PPFD) of 80–100 µmol·m^−2^·s^−1^ and temperature 25 °C) for four days, and then inoculated with a *Mesorhizobium loti* strain MAFF303099 culture; whereas Petri dishes with *M. truncatula* seeds were placed in the same conditions but in normal, downside-down position and inoculated with *Sinorhizobium meliloti* strain Rm1021. Inoculum of both strains were prepared by growing bacteria on Tryptone-Yeast medium (0.5% (*w*/*v*) tryptone, 0.3% (*w*/*v*) yeast extract, 6 mM CaCl_2_, pH = 6.8) until the value of culture optical density at 600 nm (OD_600_) was between 0.6 and 0.8. Inoculated seedlings were subsequently placed in pots filled with perlite and watered with inoculum diluted 60-fold. Afterwards, pots were covered with transparent plastic foil for the next 7–10 days to protect seedlings from drying. After inoculation, plants were grown under constant conditions (16 h photoperiod, PPFD of 110–170 µmol·m^−2^·s^−1^ and temperature of 22 °C) for 6–8 weeks before harvest and watered three times per week with a carefully measured portion of nitrogen-free Fahraeus medium [102]. Plants were subjected to drought stress by cessation of watering for 2, 4, 6 and 10 days, whereas control plants were watered normally all the time until harvest. An additional non-inoculated control was grown in the same conditions, but watered with full Fahraeus medium, containing a nitrogen source [102].

### 3.2. Estimation of Nitrogenase Activity

Estimated nitrogenase activity within the nodules was measured with an acetylene reduction assay [23]. Nodules from control and drought-treated plants were detached and placed into sealed measuring vessels of 4.8 mL volume. Immediately after sealing the vessels, 0.5 mL of acetylene was injected inside. After 1 h of incubation at 25 °C, ethylene content was measured on a gas chromatograph with a mass spectrometer (GC-MS) [103]. The measurement was performed by sampling 100 µL of the gas phase from vessels in 3 technical repetitions. Subsequently, the samples were dried at 105 °C for 3 h and weighted afterwards. Estimated nitrogenase activity is presented in the chart as the volume of ethylene per nodule dry weight produced in 1 h and for both of the species. The activity observed in the control root nodules was taken as a 100% activity.

### 3.3. RNA Isolation and Sequencing

RNA was obtained from two biological replicates of *L. japonicus* and *M. truncatula* non-inoculated roots and root nodules either subjected to drought for two (T2) or four (T4) days or well-watered control nodules (T0). Total RNA extraction was performed as described previously [104]. In the case of samples derived from root nodules, an additional rRNA subunit was observed after gel electrophoresis, which proved that, along with plant RNA, bacterial RNA had been extracted (Figure S5). Isolated RNA samples were further analysed by VIB Nucleomics Core (Leuven, Belgium) using an RNA 6000 Nano Assay Kit and 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and purified from rRNA with Ribo-Zero rRNA Removal Kits (Epicentre, Madison, WI, USA). Analysed RNA samples were used for library preparation with a TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA) in two biological replicates and sequenced using NextSeq500 (Illumina, San Diego, CA, USA) with 75 base pairs length of reads and 35 million reads per run. Data obtained from RNA-Seq were normalised and annotated, then comparative analysis, based on statistically significant differences, was performed, where results were considered as significant if FDR (false discovery rate) was less than 0.05 (FDR < 0.05). Full access to the RNA-Seq data is available at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126986). The complete list of differentially expressed genes is available in Supplementary Data Set 1. Transcripts with significantly changed expression were functionally analysed using MapMan 3.5.1R2 [105]. Gene Ontologies of differentially expressed genes were assigned by comparing our results to selected databases: Rhizobase for bacterial genes [106], Lotus Base for *L. japonicus* genes [107] and LegumeIP for *M. truncatula’s* [108]. Most abundant gene ontology categories within specific comparisons are presented in the Figures.

### 3.4. cDNA Synthesis and Real-Time qPCR

cDNA synthesis was performed as described previously [104]. Real-time qPCR was performed using the Connect CFX Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) with Power SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) or SsoFast EvaGreen Supermix (Bio-Rad, Hercules, CA, USA) for plant or bacterial genes, respectively. Each reaction was performed in two biological replicates and three technical repetitions. Reaction conditions are presented in Tables S7 and S8. Primers were designed with Primer3Plus [109], and their sequences are presented in Table S9. The specificity of each primer pair was verified using melting curve analysis. Reaction efficiency was calculated with the help of the LinRegPCR tool [110]. Statistical analysis of the results, which included the calculation of the relative gene expression level and the significance of the difference between tested samples, was performed using REST2009 [111]. Results were normalised using reference genes *MtFAR* (MTR_4g134960—F-box/ankyrin repeat SKIP35-like protein) for *M. truncatula* genes, *LjPP2AA2* (Lj2g3v0742070—SERINE/THREONINE-PROTEIN PHOSPHATASE PP2A) for *L. japonicus* genes and *Sm16SrRNA* (SMc03222) and *Ml16SrRNA* (MAFF_RS14480) coding 16S rRNA subunit for *S. meliloti* and *M. loti* genes, respectively. The expression level of selected genes from RNA-Seq was verified by real-time qPCR for another two biological repetitions (Table S10).

Sequences of *L. japonicus* drought stress marker genes were retrieved from the Kazusa database v. 3.0 [112,113] by comparing protein sequences of known *M. truncatula ERD* and *DEH* to *L. japonicus* proteome using the BLAST search tool [114].

### 3.5. Microscopic Analysis

Nodules were sampled from 10 plants of *M. truncatula* or *L. japonicus* at T0 (well-watered control), as well as after 10 days of watering cessation (T10) from the oldest part of the root system. The nodule surface was shallowly cut off to allow better exchange of reagents, and subjected to a routine preparation procedure, described previously [115], to obtain epoxy semi-thin (3–4 pm) sections for light microscopy examinations. Sections were stained with filtered aqueous solution of 0.1% Toluidine Blue O (Merck KGaA, Darmstadt, Germany) in 2.5% Na_2_CO_3_, pH 11.1 at 70 °C [116], mounted in DePeX (SERVA Electrophoresis GmbH, Heidelberg, Germany), and examined by means of a Provis AX70 (Olympus Corporation, Tokyo, Japan) light microscope. Digital images of 3724 × 2743 pixel resolution were saved as tiff files using a dedicated DP50 camera (Olympus Corporation, Tokyo, Japan) operating under AnalySIS software (Soft Imaging Systems GmBH, Münste, Germany). Digital images were merged—if needed—using Photoshop CS6 (Adobe Systems Inc., San Jose, CA, USA) software (panorama tool), and adjusted using the same software by means of non-destructive tools (contrast, levels, and/or curves). All adjustments were performed on the whole area of an image. Figures presenting representative nodules sampled at T0 and T10 were prepared using CorelDRAW^®^X5 software (Corel Corporation, Ottawa, ON, Canada).

## 4. Conclusions

The presented research provides a novel insight into the regulation of both bacteroid and plant transcriptomes within nodules in response to early symptoms of drought stress. Our results prove that not only plants but also rhizobia inhabiting root nodules suffer from drought stress. However, *S. meliloti* and *M. loti* demonstrate divergent responses to drought stress. Also, *M. truncatula* and *L. japonicus* apply different strategies to cope with water deficit. This phenomenon could be related to the various types of nodules they develop. However, the differences in host plant adaptive strategies could, at least partially, result from their rhizobial symbionts, exhibiting a different response to stress.

## Figures and Tables

**Figure 1:**
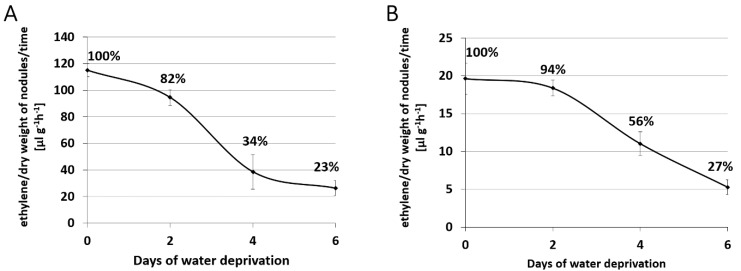
Nitrogenase activity in root nodules harvested from drought-treated *M. truncatula* (**A**) and *L. japonicus* (**B**), estimated using an acetylene reduction assay.

**Figure 2:**
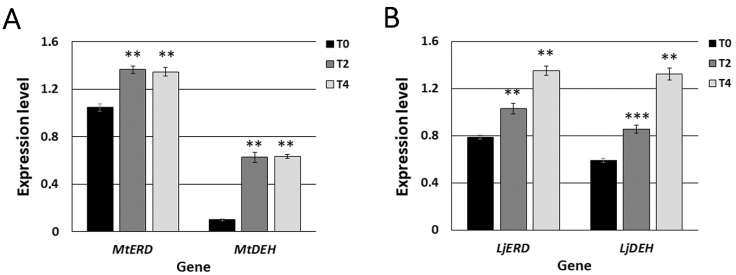
Normalised expression levels of drought stress marker genes in *M. truncatula* (**A**) and *L. japonicus* (**B**) root nodules harvested from plants grown in control conditions (T0) and after two (T2) and four (T4) days without watering. Mean values (±SE) are derived from two biological replicates, for which three individual qPCR reactions were performed (*n* = 6). Asterisks above the bars represent statistically significant differences at the level *p* < 0.01 (**) or *p* < 0.001 (***).

**Figure 3:**
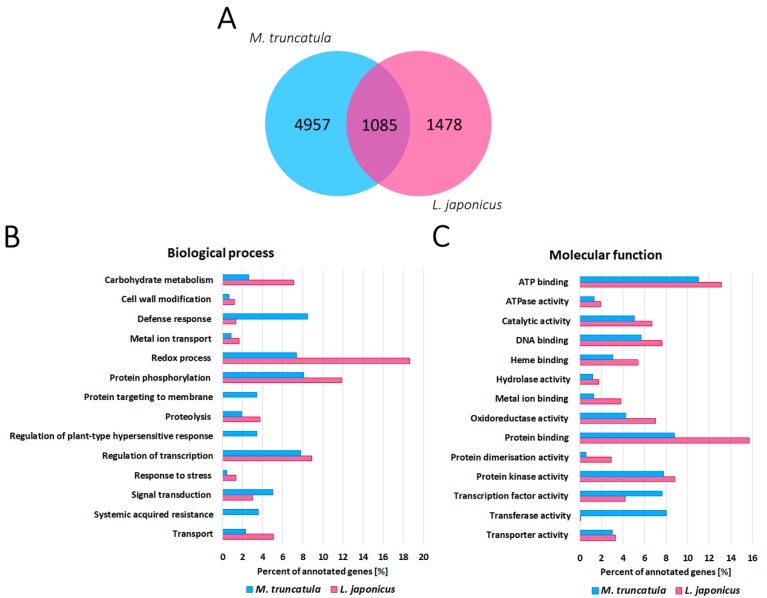
The number of genes differentially expressed in *M. truncatula* (blue) and *L. japonicus* (pink) root nodules, in comparison to the non-inoculated roots (**A**). The categorisation of differentially expressed genes in root nodules, in comparison to non-inoculated roots of *M. truncatula* (6042 genes) and *L. japonicus* (4830 genes), based on biological processes (**B**) and molecular functions (**C**).

**Figure 4:**
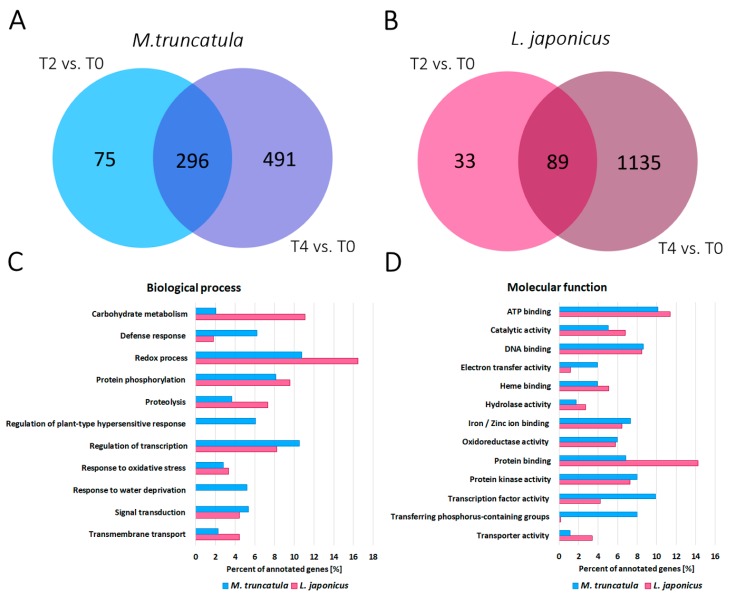
The number of *M. truncatula* (**A**) and *L. japonicus* (**B**) genes differentially expressed in root nodules during two- (T2) and four-day long (T4) drought stress, in comparison to control plants not exposed to water deprivation (T0). The categorisation of differentially expressed genes in drought-stressed (both T2 and T4) root nodules, in comparison to well-watered controls for *M. truncatula* (862 genes) and *L. japonicus* (1257 genes), based on biological processes (**C**) and molecular functions (**D**).

**Figure 5:**
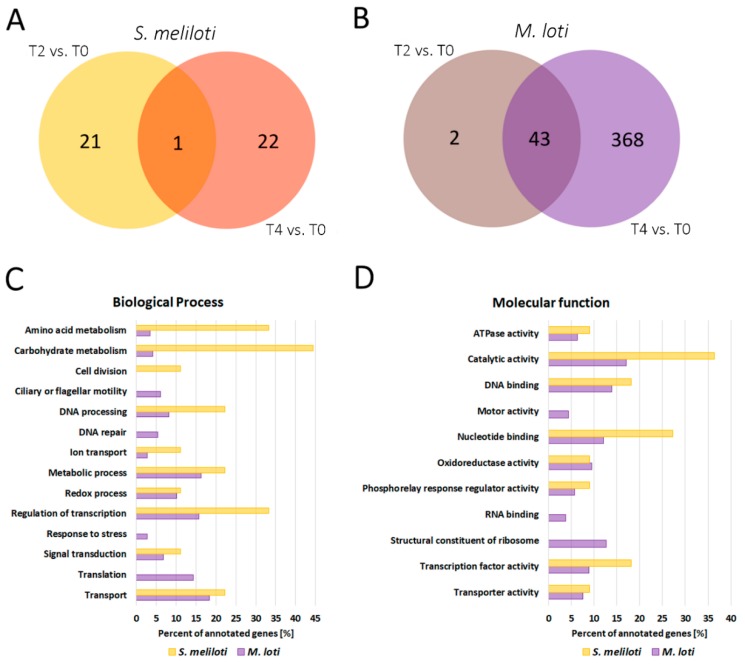
The number of *S. meliloti* (**A**) and *M. loti* (**B**) genes differentially expressed in root nodules during two- (T2) and four-day long (T4) drought stress in comparison to the control plants not exposed to water deprivation (T0). The categorisation of differentially expressed genes in drought-stressed (both T2 and T4) bacteroids, in comparison to well-watered controls for *S. meliloti* (44 genes) and *M. loti* (413 genes), based on biological processes (**C**) and molecular functions (**D**).

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/5/1204/s1.

How the deposited data were processed for this re-analysis (not part of the article)

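RNA-seq counts were analysed for 16 samples: non-inoculated roots and root nodules at T0, T2 and T4 of *M. truncatula* and of *L. japonicus*, with 2 libraries per group. Each sample was given its condition from its deposited label. The plant genes were counted in all samples, and the genes of *S. meliloti* and *M. loti* in the nodule samples. For *M. loti* the table also held 2 columns that match no sample, which were not used. Values measured by qPCR, microscopy or nitrogenase assays were not analysed here.

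The authors deposited raw counts of reads per gene, one whole number per gene and library, and these counts are the unit of each test. The submitters' notes list the tools behind them without a role for each, and strand setting and handling of reads that match several genes are not given in the sources used here. Close paralogs can therefore share reads. The authors also deposited FPKM-like values, made from the counts by forcing a common distribution and dividing by gene length and a common total, which were not used here. GC content, as deposited, is a percentage per gene in the authors' annotation, and how it was worked out is not given in the sources used here. Repeated gene entries were identical and were kept once. Gene names, *Arabidopsis* matches and ortholog pairs come from the authors' annotation in the same tables.

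Counts were tested in R 4.3.3 with edgeR 4.0.16, with TMM normalization and a robust quasi-likelihood fit on group means. Plants were fitted over 8 libraries and bacteria over 6, and genes entered with at least 10 counts in enough libraries and 15 in all. P values were adjusted by Benjamini and Hochberg over the genes of a comparison. The paper asks for FDR < 0.05 and states a 2-fold change for plants and logarithmic limits of 1 for *S. meliloti* and 2 for *M. loti*, which were taken as the thresholds. Total counts per library, given with each experiment, set the precision of a count, and 2 libraries per group leave 4 residual degrees of freedom in a plant fit. Floors for genes without a count were set at 3 counts over the group. Intervals and floors cover counting error only.

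The choices of groups, tests, thresholds, the rule for named genes and most alternatives were fixed before the data were examined. Named genes were the 10 largest rises and the 10 largest falls of a comparison with an adjusted p under 0.05, a mean of at least 1 CPM in plants or 10 CPM in bacteria, and no overlap between the libraries of the groups. Genes and families named in the paper were added, and up to 4 members of each list with the smallest p. From these the text shows a part. Members of a list outside the rule, and the pairs of orthologs named, were chosen after their values were seen. The 100 gene lists are word patterns on the annotation. They were fixed before the deposited counts were opened, but with sight of descriptions and values of part of Supplementary Data Set 1 for *M. truncatula*, and so not blind to the data. Lists were also tested with camera of limma 3.58.1, once with a preset correlation of 0.01 and once with an estimated one. Over all comparisons 209 of 686 list tests passed with the preset and 2 with an estimated correlation.

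Ortholog pairs were those of the *L. japonicus* annotation with both genes tested. A species by time term in one edgeR fit of the 12 nodule libraries of both plants tested whether the change of a pair differed. Overlaps between T2 and T4 were set beside 20 simulations of unchanged groups that share the T0 libraries. The share of bacterial counts in a nodule library is the bacterial total over the sum of plant and bacterial totals.

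The alternatives were DESeq2 1.42.0, the likelihood ratio test of edgeR, no filter on low counts, a filter of 1 CPM in 1 library, library size in place of TMM, a GC offset from 20 bins, a replicate block, another fold threshold, a test against a log2 fold change of 1, fits of fewer libraries, and leaving out each library in turn. A filter and a threshold together and the restriction to pairs that name each other were added later.

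The tests were checked on simulated counts drawn from the means, library sizes and fitted dispersion of the real genes, with 200 changed genes per comparison. Simulated libraries varied independently of one another, and the changed genes were taken from well expressed ones only. The shares found can therefore lie above those for real genes. For T4 against T0 in *M. truncatula*, 97% of the genes changed by 1.5 and 97% of those changed by 3 on the log2 scale were found, with 18 unchanged genes among 212 called. In *L. japonicus* these were 100% and 100%, with 15 of 215, in *S. meliloti* 95% and 100%, with 13 of 208, and in *M. loti* 95% and 100%, with 11 of 206. For the species by time term at T4, 99.5% of pairs with a log2 difference of 2 were found and 10 unchanged pairs were called. Both genes of a simulated pair had the same spread, whereas real replicates lay further apart in *M. truncatula* than in *L. japonicus*. The behaviour of this test under unequal spread was therefore not checked. Supplementary Data Set 1 was held only in part, 1422 of 24084 *M. truncatula* entries, so that no list was tested on it.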

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

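The tests of pairs that name each other, of the share of bacterial counts and of depth were chosen only after the result was seen. Results stand here because the same contrast gave different changes in 2 plants or at 2 times, in a test of the difference itself.

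In a species by time test (edgeR quasi-likelihood, 14273 ortholog pairs) 1010 pairs differed between the plants at T2 and 2726 at T4, and in 46 pairs the *M. truncatula* gene fell at both times while its *L. japonicus* ortholog rose. Wrong pairs of paralogs cannot be judged by their share: opposite changes made up 50% of the 64 pairs that name each other. Independent lists would give 5.72 opposite pairs among 10.9, so that unrelated genes would show a like share. The scaling cannot be told apart: 44 of the 46 kept opposite estimates of at least 1 when scaled by library size only, but this moved the log2 estimates of all genes by a median of at most 0.095, too little for a test. Nor can a single *M. truncatula* T0 library as a part of the cause, since 39 of the pairs kept *M. truncatula* estimates of -1 or below without T0 replicate 2 and 46 without T0 replicate 1, or T0 nodules raised by handling, because 19 of the pairs had a *M. truncatula* gene above the root level at T0 and 4 of these came back to within 1 log2 unit of it at T4. By the bound set before that test was run these counts would argue against handling, but the bound was judged wrong afterwards, as a root is another organ and a gene below its level could still have been raised, and a different response of the plants stays open as an untested explanation.

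From T2 to T4 the change of 14 *S. meliloti* genes differed (57 without T2 replicate 1, 2 without T2 replicate 2, 0 without T4 replicate 1 and 0 without T4 replicate 2), and the *S. meliloti* replicates at T0 and T2 lay apart beyond counting noise. GC content as the whole cause is argued against, since 20 bins of it explained 1.32% of the variance of the log2 ratio of the T0 replicates. Whether a few abundant genes carry a part cannot be told: without the 50 genes of highest count the chi-square per degree of freedom at T0 was 9.10 in place of 15.8, and 6.88 at T2. Where replicates vary beyond counting noise this measure grows with the count, so that leaving out abundant genes lowers it whatever the cause. The gap in bacterial share between the replicates was 6.02, 5.64 and 0.136 percentage points at T0, T2 and T4, so that the smaller of the early gaps exceeds the last by 5.50. With 3 times, this goes with the pattern but cannot be told apart from other differences between the replicates, and a difference in the state of the nodules was not tested.

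More genes passed at T4 in *L. japonicus* than in *M. truncatula*, and from T2 to T4 2905 and 652 genes passed, the latter 1047 without T2 replicate 1, 426 without T4 replicate 1 and 314 without T4 replicate 2. A smaller spread between replicates is argued against as the whole cause, since whatever their p 3361 genes of *L. japonicus* and 1946 of *M. truncatula* had an estimate of at least 1 at a mean of 1 CPM, a ratio of 1.73. Greater depth is argued against as well, as the median total count of the *L. japonicus* nodule libraries was 0.718 of that of *M. truncatula*. A stronger response of *L. japonicus* by T4 may be one explanation, but how dry the plants were at each time was not part of these data, so this stays a hypothesis.

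In *M. loti* 242 genes passed between T2 and T4 at a log2 threshold of 2.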

How the results depend on the processing

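The alternatives with a filter of 1 CPM in 1 library together with a log2 threshold of 2, and those over pairs that name each other, were chosen after the data had been seen. Under all alternatives, 494 of 591 values for counts of genes, pairs and lists lay within 1.5 times the reported count. For named genes, 7153 of 7396 values kept their direction and their side of the threshold, and 243 did not, of which 1 reversed. The reversed value is MTR_4g022850 in nodules against roots, at 0.084 with TMM and -0.33 when scaled by library size only, and the cause was not tested. Counts of list members gave 11920 of 13092 values within that range. Leaving out a library leaves its group with 1, which is then assumed to vary like the other groups. Depth limits what is tested at all: 5298 genes of *S. meliloti* and 6476 of *M. loti* had enough counts, and a gene without a count in a group has a bound in place of a fold change. Scaling by library size only moved the median log2 fold change of all *S. meliloti* genes between T4 and T2 to -0.10.

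The fold threshold moved most counts, by its construction. At a log2 threshold of 2, 6631 *M. truncatula* genes differed between nodules and roots, 397 at T2, 863 at T4, 151 from T2 to T4 and 328 at both times. In *L. japonicus* these were 5007, 144, 1404, 768 and 97, and in *S. meliloti* 2 at T4 and 4 from T2 to T4. Ortholog pairs numbered 1307 for nodules against roots, 85 at either time of drought and 6 at both, 2 of them opposite, and 287 and 1022 differed between the plants at T2 and T4. *M. loti* at a log2 threshold of 1 gave 192, 1399 and 992 for T2, T4 and the step between them, and 178 at both times. The threshold of 2 with the filter of 1 CPM gave 6020, 365, 794, 137 and 305 in *M. truncatula*, 4719, 123, 1319, 707 and 89 in *L. japonicus*, 2 and 4 in *S. meliloti*, and 1237, 78, 5 and 2 pairs.

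The test against a log2 fold change of 1 asks more of plants and *S. meliloti* and less of *M. loti*. It gave 566, 1139, 67 and, at both times, 498 genes in *M. truncatula*, 196, 2391, 1235 and 167 in *L. japonicus*, 1 at T4 and 0 from T2 to T4 in *S. meliloti*, and 79, 793, 516 and 79 in *M. loti*. The *M. truncatula* step from T2 to T4 ranged from 314 to 1047 when a library was left out, lowest without T4 replicate 2 and highest without T2 replicate 1.

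Counts in *S. meliloti* depend on the test and on single libraries, and the cause was not tested. At T2 they were 3 with DESeq2, 18 with the likelihood ratio test and 1 to 30 when a library was left out, in place of 0 in edgeR (333 at an unadjusted p under 0.05). They were lowest without T2 replicate 2 and highest without T0 replicate 2. At T4 the likelihood ratio test gave 23 and leaving out a library 1 to 58, highest without T0 replicate 1. From T2 to T4 they were 55 with the likelihood ratio test, 25 with no filter and 0 to 57 when a library was left out, highest without T2 replicate 1 and lowest without either T4 library. The likelihood ratio test gave 2 genes at both times, and leaving out a library 0 to 2.

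Lists that passed camera with the preset correlation numbered 12 for *L. japonicus* nodules against roots with the filter of 1 CPM, where the main setting gave 19. For *S. meliloti* they were 2 at T2, 4 with the filter of 1 CPM or with a GC offset and 0 to 7 when a library was left out, 7 at T4 with a range of 3 to 6, and 8 from T2 to T4 with 4 to 8. Of the named *S. meliloti* genes, 5 passed at T4 and 1 to 5 when a library was left out, and 15 passed from T2 to T4, with 0 to 13. The cause was not tested.

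The replicate numbers are not known to pair samples across groups. The deviations of libraries with the same number correlated at 0.40 between T0 and T2 in *S. meliloti*, at 0.24 between the same times in *M. truncatula* and at -0.12 between its roots and T2. With the replicate block the counts in *S. meliloti* were 22 at T2, 23 at T4, 54 from T2 to T4 and 3 at both times, lists numbered 14 at T4 and 16 from T2 to T4 in *L. japonicus* and 4 at T2 in *S. meliloti*. The block moved no other count of genes, pairs or lists by more than 1.5 times.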

Differences from the paper's values

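The paper asks for FDR < 0.05 and at least 2-fold change in plants and a log fold change of 1 in *S. meliloti*, and those thresholds were used in edgeR here. For nodules against roots the paper's 6042 *M. truncatula* genes stand against 10679 here. Of the alternatives set before the data were examined, the test against a log2 fold change of 1 (8920) and a log2 threshold of 2 (6631) came within 1.5 times the paper's value, and the others did not. In *L. japonicus* the paper's 4830 stand against 9412, and only the log2 threshold of 2 (5007) came within that range. At T2 and T4 the paper's 371 and 787 *M. truncatula* genes stand against 1438 and 2386, and the paper's 296 at both times against 1182. The log2 threshold of 2 gave 397, 863 and 328, the test against a log2 fold change of 1 came within range at T4 alone (1139), and the others did not. In *L. japonicus* the paper's 122 at T2, 1224 at T4 and 89 at both times stand against 820, 4404 and 643, with 144, 1404 and 97 at a log2 threshold of 2 and no other of these alternatives within range. The paper's 1085 orthologs that differ between nodules and roots in both species stand against 3027, with 1307 at a log2 threshold of 2, the only one of these within range. For orthologs changed at T2 and T4 in both species the paper's value is 38 and the value here 85, and none of the alternatives came within range. A figure legend of the paper uses the same wording for genes changed at either time, so the 38 may stand for that group. At either time 609 pairs passed here, 42.7% of them opposite, and 85 did at a log2 threshold of 2, 37.6% of them opposite. The paper describes the greater part of its 38 as opposite.

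The filter of 1 CPM in 1 library with a log2 threshold of 2 was chosen after the paper's values and those here had been seen. It gave 6020, 365 and 794 in *M. truncatula* and 4719, 123 and 1319 in *L. japonicus* for roots, T2 and T4, 305 and 89 at both times, and 1237 orthologs. By the authors' own log2 fold changes and FDR in the part of their supplement held here (1358 *M. truncatula* genes), 804, 969 and 1002 genes lie past a log2 fold change of 1 for roots, T2 and T4, and 376, 290 and 482 past 2. At T2 and T4 the genes past 1 in this part already outnumber the paper's 371 and 787 for all genes, so that by the authors' own values these counts do not follow from the stated 2-fold limit. Of the genes past 1 the added alternative drops 451, 667 and 497, and of those past 2 33, 8 and 9. At the stated 2-fold limit edgeR called 735, 942 and 980 of the genes past 1 here.

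Of 36 log2 fold changes of named *M. truncatula* genes that could be set beside the authors' supplement, 1 of them as a bound, 3 differ by more than 1 standard error, all at T4 and all with few counts there. MTR_6g084770 has -5.97 in the paper and -6.91 here, and of the alternatives only those without T0 replicate 2 (-6.45) and without T4 replicate 1 (-6.05) came within it. MTR_6g064980 has -5.94 in the paper and -6.81 here, with -5.88 without T4 replicate 1 as the only alternative within it. MTR_4g033205 has -5.46 in the paper and -6.42 here, where only leaving out T0 replicate 2 (-6.13) or T4 replicate 2 (-5.58) came within it. The ratio of T0 to T4 was 149 (95% counting interval 26.4 to 5945) for MTR_6g084770, 126 (95% counting interval 34.4 to 1044) for MTR_6g064980 and 106 (95% counting interval 18.6 to 4246) for MTR_4g033205. The paper's fold change lies inside each interval. Both sets of values come from the same libraries and share their counting error, so the intervals do not explain the differences. The cause was not tested.

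In *S. meliloti* the paper's 22 genes at T2 stand against 0 in edgeR here (333 at an unadjusted p under 0.05 and 3 with DESeq2), and the paper's 23 at T4 against 6. Of the alternatives set before the data were examined, the likelihood ratio test (18 and 23), the replicate block (22 and 23) and, at T2 only, leaving out T0 replicate 2 (30) came within 1.5 times the paper's values, and the others did not. The paper reports 1 gene at both times and edgeR calls 0 here, with 2 by the likelihood ratio test and 3 with the replicate block.

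Genes of the kinds the paper describes as changed in *S. meliloti*, without naming loci, that edgeR does not call are, at T2, DU99_30990 and DU99_09345, which pass with the likelihood ratio test, the replicate block or without T0 replicate 2, and DU99_07735, DU99_30995, DU99_05870 and DU99_27180, which pass in these settings and without T2 replicate 1, the last also without T0 replicate 1. DU99_06725 and DU99_27175 pass with DESeq2 as well as in the settings of DU99_07735, the last also without T0 replicate 1, and DU99_05145 passes in none. At T4, DU99_20315, DU99_13825, DU99_13805, DU99_32055, DU99_26030, DU99_12190 and DU99_00725 pass with the likelihood ratio test, the replicate block or without T0 replicate 1, and DU99_16200 with the likelihood ratio test or the replicate block. DU99_07710 and DU99_25880 pass in none. The latter is annotated only as a transporter and may not be the sugar efflux transporter that the paper means.

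The paper states a direction for 80 combinations of gene list and time in the plants and *M. loti*, which were matched to its statements after the values were seen. Isocitrate lyase is left out of them because its list holds mostly other enzymes, and the gene itself, BAB52803, rose by 3.97 (SE 0.12, edgeR adjusted p = 3.3e-45) at T4 in *M. loti*. Of the members that passed in edgeR at an adjusted p under 0.05, more went in the stated direction in 69 of them, more in the other direction in 8 and neither in 3. Counting only members past the fold thresholds as well, these were 67, 6 and 7. This tally is no test of the statements. In *M. truncatula* 2599 of all genes fell and 978 rose at T2, and 3880 and 2353 at T4, which favours lists stated to fall. All such lists of this plant matched by adjusted p, whereas most of those stated to rise did not. The lists are word patterns and can be wider than the genes the paper means.

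In *M. truncatula* the paper describes cyclin A2 genes as rising at T4. The list of cyclin A genes, of every type, gave 0 rises and 5 falls, and of the genes matched to cyclin A2, MTR_2g102550 and MTR_1g011470 fell and MTR_2g102520 did not pass. Abscisic acid signalling, described as rising, gave 2 rises and 11 falls at T2 and 3 and 12 at T4. The list leaves out the protein phosphatase 2C genes MTR_3g068200, MTR_5g080680 and MTR_8g102550, of a family the paper ties to ABA. They rose by 1.23, 1.02 and 1.30 at T2 and by 1.43, 1.37 and 1.37 at T4, and were seen because their pairs passed in both plants. The difference from the paper may thus rest on the make-up of the list. In *L. japonicus* at T4 cellulose synthases gave 3 rises and 9 falls, brassinosteroid genes 2 and 2, and of 2 Kunitz-type inhibitors edgeR called 0, while the paper describes all as rising. In *M. loti* the paper describes a rise at T2 of a glycogen debranching enzyme, and BAB54022 has a log2 fold change of 0.064 (edgeR adjusted p = 0.849) and passes in no setting.

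For other lists the direction depends on the fold threshold. Endonucleases of *M. truncatula*, described as rising, gave 4 rises and 7 falls at T2 and 7 and 9 at T4 by adjusted p alone, and 2 and 1 and then 4 and 2 past a log2 fold change of 1, which is the paper's direction. At T4 in *M. loti*, ribonucleases gave 6 rises and 9 falls and NADH dehydrogenases 1 and 17 by adjusted p alone. Past the paper's log2 limit of 2 only rises remain, as the paper describes: the ribonuclease genes BAB53710 at 4.90 and BAB54856 at 2.28, and the NADH dehydrogenase gene BAB47962 at 2.36. Conversely, Krebs cycle genes, described as falling, gave more falls than rises at T4 by adjusted p alone, but 1 rise and 0 falls in *M. truncatula* and 2 rises and 1 fall in *L. japonicus* past a log2 fold change of 1.

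Single genes differ as well. The gene named KEULE, Lj0g3v0289119, of a family the paper describes as falling, rose by 0.36 (edgeR adjusted p = 9.4e-09), which is short of the 2-fold limit. Past that limit the KEULE list gave 0 rises and 1 fall at T2 and 2 rises and 3 falls at T4, the paper's direction. The fall at T2 is lost when a single T2 library is left out. In *L. japonicus* at T4 the paper counts more rising SAG12 matches and fewer rising SRG1 matches than the 5 and 5 past the 2-fold limit here. The paper has falls in *M. loti* at T2, where edgeR called 0 falls past the log2 threshold of 2 here, 1 with no filter on low counts, with the filter of 1 CPM or without T0 replicate 2 or T2 replicate 2, 17 past a threshold of 1 and 503 by adjusted p alone.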

Other observations

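In *M. truncatula* nodules 54 of 79 histone genes fell and 1 rose at T4, with the core histone genes MTR_8g103245 and MTR_4g088150 at -1.61 (SE 0.12, edgeR adjusted p = 3.0e-07) and -1.49 (SE 0.12, edgeR adjusted p = 7.4e-07), while the linker histone gene MTR_3g065570 rose by 2.40 (SE 0.19, edgeR adjusted p = 1.3e-06). In *L. japonicus* 21 of 29 fell and 2 rose, with Lj3g3v1113600 at -2.30 (SE 0.12, edgeR adjusted p = 4.2e-22). Histone genes are read mostly while DNA is copied. In *M. truncatula* the rises and falls were 2 and 50 when scaled by library size only. Genes of nodule-specific cysteine-rich peptides, which shape bacteroids, gave 110 falls and 7 rises among 529 at T4. Of all 24444 genes 6233 passed, a larger share, but 3880 fell, a smaller share than in the list. The rises and falls were 4 and 98 with DESeq2, 12 and 71 when scaled by library size only, 4 and 51 without T0 replicate 2, 1 and 60 without T4 replicate 1, and 2 and 34 without T4 replicate 2. Cysteine proteases matched to SAG12 rose in all 9 cases tested in *M. truncatula* at T4, MTR_4g079770 by 4.19 (SE 0.40, edgeR adjusted p = 5.7e-06). Aquaporin genes gave 7 rises and 2 falls of 25 in *M. truncatula*, among them MTR_5g012810 at 1.37 (SE 0.11, edgeR adjusted p = 3.7e-07), and 6 rises and 9 falls of 21 in *L. japonicus*, among them Lj3g3v0270530 at -1.53 (SE 0.052, edgeR adjusted p = 2.5e-29).

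Genes of the nitrogen-fixing machinery of *M. loti* gave 37 falls and 2 rises among 45 at T4, with the nitrogenase genes BAB52276 and BAB52277 at -0.67 (SE 0.014, edgeR adjusted p = 1.8e-56) and -0.68 (SE 0.016, edgeR adjusted p = 5.2e-53). ATP synthase subunits gave 11 falls and 0 rises among 13, with BAB50811 at -1.56 (SE 0.036, edgeR adjusted p = 2.1e-54), and enzymes of the tricarboxylic acid cycle 13 falls and 5 rises among 21. Chaperones rose in 24 and fell in 12 of 39 cases, and the small heat shock protein gene BAB50018 rose by 2.49 (SE 0.020, edgeR adjusted p = 1.3e-88). In *S. meliloti* edgeR called 0 genes at T4 in each of the lists for nitrogen fixation, ATP synthase, chaperones and the tricarboxylic acid cycle, which hold 24, 10, 38 and 16 genes, and 0 when adjusted over each list alone or with DESeq2. Only leaving out T0 replicate 1 moved these counts, to 1 fall in the last list.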
